# LDL Receptor Pathway Regulation by miR-224 and miR-520d

**DOI:** 10.3389/fcvm.2020.00081

**Published:** 2020-05-22

**Authors:** Alessandro G. Salerno, Coen van Solingen, Elena Scotti, Amarylis C. B. A. Wanschel, Milessa S. Afonso, Scott R. Oldebeken, Westley Spiro, Peter Tontonoz, Katey J. Rayner, Kathryn J. Moore

**Keywords:** noncoding RNA, low-density lipoprotein, cholesterol, PCSK9, IDOL, HMGCR

## Abstract

MicroRNAs (miRNA) have emerged as important post-transcriptional regulators of metabolic pathways that contribute to cellular and systemic lipoprotein homeostasis. Here, we identify two conserved miRNAs, miR-224, and miR-520d, which target gene networks regulating hepatic expression of the low-density lipoprotein (LDL) receptor (LDLR) and LDL clearance. *In silico* prediction of miR-224 and miR-520d target gene networks showed that they each repress multiple genes impacting the expression of the LDLR, including the chaperone molecules PCSK9 and IDOL that limit LDLR expression at the cell surface and the rate-limiting enzyme for cholesterol synthesis HMGCR, which is the target of LDL-lowering statin drugs. Using gain- and loss-of-function studies, we tested the role of miR-224 and miR-520d in the regulation of those predicted targets and their impact on LDLR expression. We show that overexpression of miR-224 or miR-520d dose-dependently reduced the activity of *PCSK9, IDOL*, and *HMGCR* 3′-untranslated region (3′-UTR)-luciferase reporter constructs and that this repression was abrogated by mutation of the putative miR-224 or miR-520d response elements in the *PCSK9, IDOL*, and *HMGCR* 3′-UTRs. Compared to a control miRNA, overexpression of miR-224 or miR-520d in hepatocytes inhibited *PCSK9, IDOL*, and *HMGCR* mRNA and protein levels and decreased PCSK9 secretion. Furthermore, miR-224 and miR-520d repression of *PCSK9, IDOL*, and *HMGCR* was associated with an increase in LDLR protein levels and cell surface expression, as well as enhanced LDL binding. Notably, the effects of miR-224 and miR-520d were additive to the effects of statins in upregulating LDLR expression. Finally, we show that overexpression of miR-224 in the livers of *Ldlr*^+/−^ mice using lipid nanoparticle-mediated delivery resulted in a 15% decrease in plasma levels of LDL cholesterol, compared to a control miRNA. Together, these findings identify roles for miR-224 and miR-520d in the posttranscriptional control of LDLR expression and function.

## Introduction

Elevated levels of apoB-containing lipoproteins, particularly low-density lipoprotein (LDL), are a major risk factor for atherosclerotic cardiovascular diseases (CVDs). Plasma levels of LDL cholesterol (LDL-C) are largely controlled by the balance of hepatic lipoprotein synthesis, dietary cholesterol intake, and LDL particle clearance by the liver. The LDL receptor (LDLR) is highly expressed on the plasma membrane of hepatocytes and binds LDL particles to clear them from the circulation (1, 2). Thus, factors that affect LDLR expression and/or activity influence circulating LDL-C levels and the resultant risk of atherosclerosis. The pharmacologic reduction of LDL-C using statins is currently the most widespread clinical intervention in the management of atherosclerosis. This class of small molecules interferes with cholesterol synthesis by inhibiting HMG-CoA reductase (HMGCR), a rate-limiting enzyme in the cholesterol biosynthetic pathway, leading to a reduction in intracellular cholesterol levels that triggers translocation of the SREBP2 transcription factor to the nucleus and transcriptional activation of the *LDLR* gene. The resultant upregulation of LDLR expression by the liver increases clearance of LDL particles and decreases plasma levels of LDL-C, with 1 mmol/L (~40 mg/dL) of LDL-C being associated with 22% reduction in major vascular events and a 10% reduction in mortality. Despite the efficacy of LDL-C lowering by statins, optimal therapy in clinical trials achieved only a 45% reduction in risk of major coronary events, leading to the search for other LDL-lowering interventions. A better understanding of the posttranscriptional mechanisms regulating LDLR expression and LDL-C clearance may enable the discovery of novel cholesterol-lowering drugs.

Proprotein convertase subtilisin/kexin type 9 (PCSK9) is a secreted protein that interrupts the recycling of the LDLR by diverting it for lysosomal degradation after receptor-mediated endocytosis of LDL particles (3). Gain-of-function mutations in PCSK9 cause autosomal dominant hypercholesterolemia, with elevated LDL-C and associated premature coronary artery disease (CAD) (3, 4). Conversely, individuals with either complete loss-of-function alleles (no detectable PCSK9 levels) or partial loss-of-function alleles (truncation or missense mutations) typically have a lifelong decrease in LDL-C (28–40%) and lower risk of CAD (~40–90%) (5–7). PCSK9 expression is induced by SREBP2 and is therefore increased upon inhibition of HMGCR by statins, resulting in an attenuation of LDLR expression induced by statin therapy, thereby blunting the overall effectiveness of statins on LDL lowering. Monoclonal antibodies against PCSK9 are effective in lowering LDL-C and are currently used for the treatment of individuals with familial hypercholesterolemia, who are refractory to statins due to mutations in the LDLR (8).

A second chaperone protein that regulates LDLR cell surface expression is the inducible degrader of the LDLR (IDOL), an E3-ubiquitin ligase that promotes ubiquitination of the LDLR, thereby marking it for lysosomal degradation (9). In contrast to PCSK9, whose levels are stimulated by low sterol levels, IDOL is induced when sterol levels are high to prevent the uptake of further cholesterol from the periphery. IDOL is transcriptionally regulated by the liver X receptors (LXRs) which coordinate the cellular response to cholesterol excess by activating the transcription of genes such as *ABCA1, ABCG1*, and *APOE*. PCSK9 and IDOL have been shown to function in non-redundant complementary pathways and could thus be targeted in concert to prevent LDLR degradation (10). Together, these discoveries highlight how expanding our understanding of how the LDLR is regulated at the posttranscriptional level can enable the further discovery of novel classes of cholesterol-lowering agents that go beyond transcriptional activation of LDLR.

MicroRNAs (miRNAs) are posttranscriptional regulators of gene expression that have emerged as important fine tuners of lipid metabolism pathways. miRNAs are endogenous ~22-nucleotide noncoding RNAs that regulate target gene expression by imperfect base pairing to the 3′-untranslated regions (3′-UTRs) of mRNAs, resulting in the inhibition of translation and/or degradation of the transcript (11–13). A single miRNA can regulate the expression of multiple target genes in concert, thereby providing a mechanism for synchronized inhibition of functional gene networks (14). Thus, although the effects of a miRNA on any single gene can be modest (often in the order of 10–20%), its cumulative effects can be profound. This is exemplified by the discovery of miR-33 as a central regulator of cellular lipid metabolism pathways. miR-33a and miR-33b are positioned within intronic sequences of the *SREBF2* and *SREBF1* genes, respectively, and are co-transcribed with their host genes. miR-33a/miR-33b boosts cellular lipid levels by repressing genes that promote cholesterol efflux (*ABCA1, ABCG1, NPC1, OSBPL6, ATG5*, and *LAMP1*), reverse cholesterol transport (*ABCA1, ATP8B1*, and *ABCG11*), and fatty acid oxidation (*CROT, CPT1A, HADHB*, and *PRKAA1*) (15–19). Delivery of miR-33 inhibitors in mice and nonhuman primates increases plasma levels of high-density lipoprotein (HDL) cholesterol by 40–50% and promotes reverse cholesterol transport. In addition to miR-33, several other miRNAs have been reported to modulate HDL cholesterol transport through regulation of ABCA1-dependent cholesterol efflux [e.g., miR-27, miR-144, miR-145, miR-223, and miR-758 (20–24)] or hepatic HDL-C uptake via SR-B1 [e.g., miR-96, miR-185, and miR-223 (25, 26)].

miRNAs that regulate plasma levels of LDL-C by direct targeting of LDLR mRNA have also recently been reported, including miR-27a/miR-27b, miR-128, miR-130b, miR-184a, miR-185, and miR-301b (27–30). However, the putative role of miRNAs in controlling the expression of proteins that indirectly regulate LDLR cell surface expression, such as PCSK9, IDOL, and HMGCR, has been less well-studied. Here, we investigate the function of two conserved miRNAs, miR-224 and miR-520d, predicted to target overlapping gene networks regulating LDL homeostasis. We demonstrate that miR-224 and miR-520d target both PCSK9 and IDOL, chaperone proteins that promote the degradation of LDLR, as well as targeting HMGCR, an enzyme whose inhibition increases *LDLR* expression. Functional studies in hepatocytes revealed that miR-224 and miR-520d reduce mRNA and proteins of PCSK9, IDOL, and HMGCR, resulting in increased LDLR cell surface expression and binding of LDL. These data demonstrate roles for miR-224 and miR-520d in controlling LDLR cell surface expression and LDL homeostasis.

## Experimental Procedures

### Cell Culture

HepG2 and HEK-293T cells were obtained from the American Type Tissue Collection, authenticated with standard American Type Tissue Collection methods (morphology check under a microscope and growth curve analysis) and regularly tested for mycoplasma contamination. Cells were maintained in Dulbecco's modified Eagle medium (DMEM, Corning) containing 10% fetal bovine serum (FBS, Life Technologies) and 1% penicillin–streptomycin (pen-strep, Life Technologies). HepG2-LDLR-GFP cells were grown as previously described (9). All cells were cultured in a humidified incubator at 37°C and 5% CO_2_.

### Luciferase Assay

HEK-293T cells, at a density of 10^5^ cells per well, were co-transfected with 3′-UTR luciferase reporter plasmids (SwitchGear Genomics) using Lipofectamine 2000 transfection reagent (Invitrogen) and miRNA mimics (40 nM final concentration, Dharmacon) in 24-well plates. Luciferase activity was measured after 48 h with the Dual Luciferase Assay System (Promega). *Firefly luciferase* activity was normalized to the corresponding *Renilla luciferase* activity and plotted as a percentage of the control cells co-transfected with the corresponding concentration of control mimic.

### Mutagenesis Assembly

Mutagenesis of the miRNA-224 and miRNA-520d response elements (MREs) in 3′-UTR luciferase reporter plasmids for *PCSK9, IDOL*, and *HMGCR* was carried out according to the instructions supplied with the QuikChange XL II site-directed mutagenesis kit (Stratagene) using the primers listed in Supplementary Table 1. The sequences of the mutated fragments were confirmed by Sanger sequencing.

### RNA Isolation and Quantitative RT-PCR

Total RNA was isolated with TRIzol Reagent (Invitrogen) and Direct-zol RNA MiniPrep Columns (Zymo Research). RNA was reverse transcribed using an iScript™ cDNA Synthesis Kit (Bio-Rad), according to the manufacturer's protocol. qRT-PCR analysis was conducted using iQ SYBR Green Supermix (Bio-Rad) in a Mastercycler PCR machine (Eppendorf). miRNA quantification was performed in with the miScript SYBR Green PCR Kit (Qiagen) using the Qiagen miScript Primers in a Mastercycler PCR machine. qRT-PCR and miScript primers are listed in Supplementary Table 2. Fold change in mRNA and miRNA expression was calculated with the comparative cycle method (2^−ΔΔCt^) and normalized to the housekeeping genes [*GAPDH* for mRNA; RNU-6 (*U6*) for miRNA].

### Transfection of Hepatic Cells With siRNA, miRNA Mimics, and Inhibitors

Human hepatic cells (HepG2) were plated at a density of 10^6^ cells per well on a six-well cell culture plates; were transfected with control, miRNA mimics or inhibitors (80 nM, Dharmacon), or siRNA (40 nM, Dharmacon) using Lipofectamine® RNAi MAX (Invitrogen); and subsequently stimulated with GW3965 (1 μM, Sigma-Aldrich) or simvastatin (5 μM, Sigma-Aldrich) for an additional 24 h. For cells treated with simvastatin, the medium was replaced with a cholesterol-depleted medium [DMEM containing 5% bovine lipoprotein-deficient serum (LPDS)], 24 h before simvastatin treatment. After treatment, cells were harvested and lysed with either TRIzol Reagent for RNA expression analysis or radioimmunoprecipitation assay buffer (RIPA, Abcam) for protein expression analysis.

### Western Blot Analysis and ELISA

PCSK9 (CY-P1037, MBL International), IDOL [as described in (9)], HMGCR (ab174830, Abcam), LDLR (1007665, Cayman Chemical), tubulin (T6074, Sigma-Aldrich), SREBP2 (Abcam, ab30682), and β-actin (sc-47778, Santa Cruz Biotechnology) antibodies were used for western blotting. To detect IDOL protein levels, cells were pretreated with MG-132 (10 μM, Sigma-Aldrich). Protein bands were visualized using the Odyssey Infrared Imaging System (LI-COR Biotechnology). Densitometry analysis of the gels was carried out using ImageJ software from the NIH (http://rsbweb.nih.gov/ij/). To measure secreted PCSK9 levels, the supernatants were used in a PCSK9 enzyme-linked immunosorbent assay (ELISA, R&D Systems).

### Immunofluorescence Microscopy

HepG2 or HepG2-LDLR-GFP cells resuspended in 10% LPDS were plated in chamber slides (Lab-Tek II, Thermo Scientific) and transfected with miR-224 or miR-520d mimics (80 nM) and stimulated with GW3965 (1 μM) or simvastatin (5 μM) for an additional 24 h. For LDLR internalization imaging in HepG2, the cells were incubated with diI-LDL (2.5 μg/mL, Biomedical Technologies) for 30 min and washed with cold PBS. The cells were fixed with 4% PFA in PBS. Cells treated with diI-LDL were incubated with DAPI (D-9542, Sigma Aldrich) for 10 min. After washing, cells were mounted with a mounting medium for fluorescence (H-1000, Vector). Images were collected with an LSM 510 confocal laser scanning microscope (Carl Zeiss) with 63 × /1.4 oil objective. The frame size was 1,024 × 1,024. The manufacturer's software was used for data acquisition and ImageJ for fluorescence profiles. The weighted colocalization coefficients were calculated using AIM (Carl Zeiss).

### *In vivo* Delivery of miRNAs and Measurement of Plasma LDL Cholesterol

All animal experiments were approved by the Institutional Animal Care and Use Committee of New York University Grossman School of Medicine. *Ldlr*^−/−^ mice were obtained from Jackson Laboratories and bred to C57BL/6 mice to generate *Ldlr*^+/−^ mice. Mice were housed in cages at 21 ± 2°C with a 12-h dark/light cycle and allowed access to chow diet and water *ad libitum*. Lipid nanoparticles (LNPs) containing control miRNA or miR-224 were provided by Regulus Therapeutics and administered to 8- to 12-week-old male *Ldlr*^+/−^ mice by intravenous injection at 2 mg/kg twice weekly for 4 weeks. As a control, *Ldlr*^+/−^ mice were injected with a similar volume of PBS by intravenous injection twice weekly for 4 weeks. At sacrifice, mice were anesthetized with isoflurane, exsanguinated by cardiac puncture, and perfused with PBS. Plasma was separated by centrifugation, and LDL cholesterol concentrations were measured using an enzymatic colorimetric assay (Wako Diagnostics) according to the manufacturer's protocol. Livers were snap-frozen under liquid nitrogen and stored at −80°C for RNA and protein analysis.

### Statistical Analysis

Data are presented as mean ± the standard error of the mean (SEM) (*n* is noted in the figure legends), and the statistical significance of differences was evaluated with an unpaired two-sided Student *t*-test. Significance was accepted at the level of *P* < 0.05. Data analysis was performed using GraphPad Prism software (GraphPad).

## Results

### *PCSK9, IDOL*, and *HMGCR* Are *Bona Fide* Targets of miR-224 and miR-520d

In a genome-wide screen of miRNAs altered by cellular cholesterol content (16), we found that miR-520d was upregulated 3.57-fold in cholesterol-depleted macrophages compared to cholesterol-loaded macrophages (Supplementary Figure 1). 

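The screen compared macrophages of THP-1, an established human monocytic cell line, after 24 h of cholesterol loading or cholesterol depletion. Loading was with acetylated LDL at 37.5 µg/mL, a modified lipoprotein that macrophages take up through scavenger receptors. Depletion was with the statin simvastatin at 5 µM. There was 1 sample per condition, so the differences have no replicate check and no p-value is given. miRNAs were measured by SYBR Green qRT-PCR arrays, in which each well holds the primers for 1 miRNA and the threshold cycle (Ct) falls by 1 for each doubling of the template. The array held 352 miRNA assays on 4 plates. Each plate also carried 8 reference and control wells, with 1 well each for the small RNAs U6, SNORD44, SNORD47 and SNORD48 and a pair of wells each for a reverse transcription control (miRTC) and a positive PCR control (PPC). Each sample had 3 columns of Ct values. The paper's text does not say whether these were separate cultures or repeated runs, and they were treated as 3 runs of 1 sample and averaged.

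The number of miRNAs with a Ct of 35 or earlier was 271, 332 and 346 in runs 1, 2 and 3 of the cholesterol-loaded sample and 295, 338 and 349 in those of the cholesterol-depleted sample. Of the 352 miRNAs, 265 were detected in all 6 wells. The Ct values were deposited without normalization. Later or absent Ct values were set to 35, and each miRNA was normalized to U6 of the same plate and run by 2^-ΔΔCt, the reference and method that the paper gives for its miRNA qRT-PCR. The choice of reference could change the numbers, since the reference assays moved differently between the samples. U6 came up 1.78 cycles earlier in cholesterol-depleted than in cholesterol-loaded cells on average over 12 plate and run pairs, and SNORD48 came up 1.83 cycles earlier. The shift was 0.46 cycles for SNORD47 and 0.16 cycles for SNORD44. Over the 32 reference and control wells the SD of the difference between the samples was 0.82 cycles, which served as the spread. It includes the unequal shifts of the reference assays, whose cause is open, so it may not be purely technical. Over the miRTC and PPC wells of runs 2 and 3 alone the SD was 0.44 cycles. Which values count as within the spread depends on this choice. In run 1, 27 of the 32 miRTC and PPC wells had no Ct and the other 5 lay between 34.8 and 37.8, whereas no such well of runs 2 and 3 was later than 24.8. With U6 as the reference, the median miRNA had a fold change of 0.406 in cholesterol-depleted relative to cholesterol-loaded cells, and 253 miRNAs were at least 2-fold lower and 2 at least 2-fold higher.

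The authors' deposited table gives a fold change for each of the 352 miRNAs, loaded over depleted, by 2^-ΔΔCt against reference genes that it does not name. With the mean of SNORD44 and SNORD47 of the same plate in place of U6, a setting chosen after seeing the data, 352 of the 352 recomputed fold changes equalled those of the authors' deposited table at 2 decimals. With that reference the median fold change, depleted over loaded, was 1.16, with 4 miRNAs at least 2-fold lower and 21 at least 2-fold higher.

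**Figure D1:**
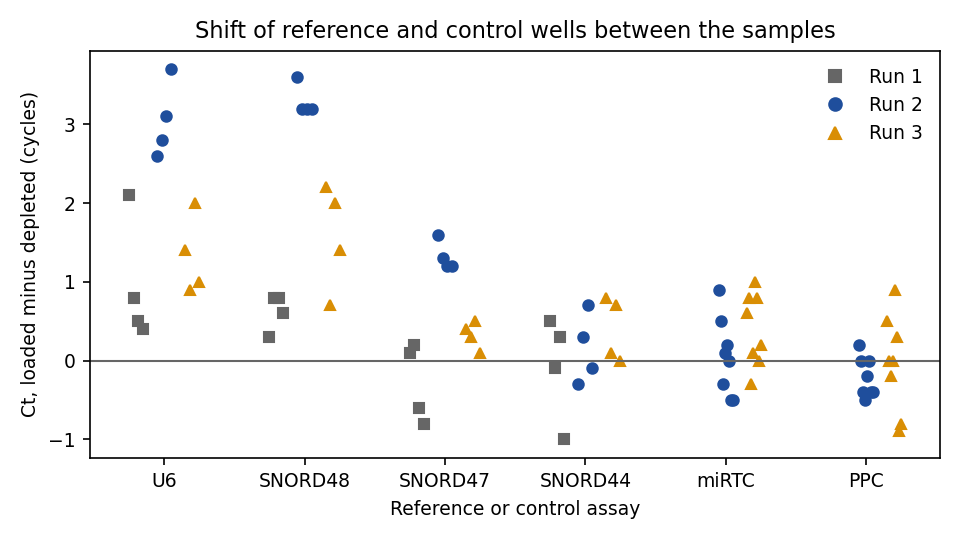
Difference in Ct between the cholesterol-loaded and the cholesterol-depleted sample (vertical axis, in cycles) for each reference or control assay (horizontal axis), with 1 point per well and run and marker shape giving the run. Values above 0 mean an earlier Ct in cholesterol-depleted cells; all 12 points of U6 and all 12 of SNORD48 lie above 0, and the miRTC and PPC wells of run 1 are not drawn because 27 of 32 had no Ct.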

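Supplementary Figure 1 shows miR-520d as miR-520d-5p, the product of the 5′ arm of its hairpin. Its gene, MIR520D, lies on chromosome 19, and in the GRCh38.p14 annotation its nearest miRNA genes are MIR521-2 on one side and MIR517B and MIR520G on the other, all members of the C19MC cluster of miRNAs. miR-520d-5p was close to the detection limit. In cholesterol-loaded cells it had no Ct in run 1, a Ct of 36.0 in run 2 and a Ct of 33.7 in run 3. In cholesterol-depleted cells it had a Ct of 31.7 in run 1, no Ct in run 2 and a Ct of 30.1 in run 3. With U6 as the reference and the 3 runs averaged, its fold change in cholesterol-depleted relative to cholesterol-loaded cells was 1.35, or 0.43 on the log2 scale, which is smaller than the spread of the reference and control wells. Those wells had earlier Ct values, so their spread does not measure the scatter of an assay this late. In run 3, the differences of 103 other miRNAs with a later Ct of 30 to 35 had an SD of 1.21 cycles. Among all 352 miRNAs, miR-520d-5p ranked 5 by its fold change with U6. Run 3 was the only run with a Ct of 35 or earlier in both samples, and its fold change there was 3.03. In run 1 it was at least 6.96-fold higher in cholesterol-depleted cells, as the cholesterol-loaded sample was at the limit, and in run 2 both samples were past the limit and no fold change can be given. Run 2 still enters the mean through the shift of U6 on that plate. Without run 1 the fold change was 0.595, without run 2 it was 4.59 and without run 3 it was 0.901. Both values below 1 come from fits that include run 2, which adds only the shift of U6, at -3.1 on the log2 scale. The mean of 1.35 includes run 2 as well. These values do not show that the runs disagreed, since miR-520d-5p was higher in cholesterol-depleted cells in both run 1 and run 3.

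Among the alternatives set before the data were examined, leaving out the reference moved the fold change of miR-520d-5p most, to 4.92. With the mean of SNORD44 and SNORD47 it was 3.56, and the value in the authors' deposited table is 0.28 for loaded over depleted, the inverse of which is 3.57. Under that reference it stayed above 2-fold when any 1 run was left out, at 2.03 without run 1, 9.35 without run 2 and 2.38 without run 3. Relative to the median of the miRNAs detected in all 6 wells, which needs no reference assay, miR-520d-5p was higher in cholesterol-depleted cells by 2.90 on the log2 scale in run 1 and by 3.10 in run 3. The product of the other arm, miR-520d-3p, had Ct values of 34.7, 33.8 and 32.7 in cholesterol-loaded and 35.3, 33.1 and 30.0 in cholesterol-depleted cells. Its fold change was 0.561 with U6 and 1.48 with the mean of SNORD44 and SNORD47. When 1 run was left out it ranged from 0.330 to 0.966 with U6. With SNORD44 and SNORD47 it was 1.90 without run 1, 1.97 without run 2 and 0.871 without run 3, so its direction there depended on run 3. The paper states that miR-520d was upregulated in cholesterol-depleted macrophages, and goes on from this screen to the predicted gene targets of miR-520d.

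**Figure D2:**
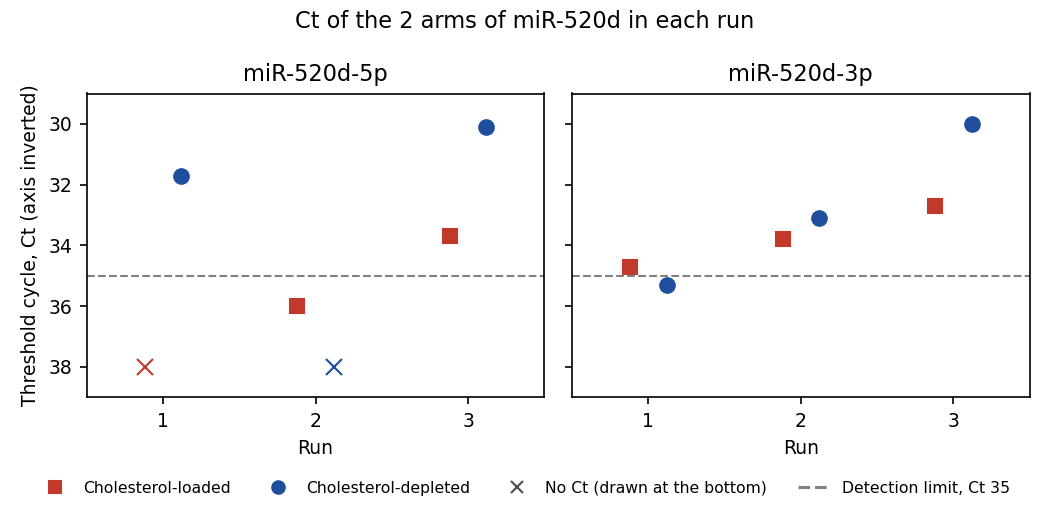
Ct of miR-520d-5p (left) and miR-520d-3p (right) in runs 1, 2 and 3 (horizontal axes), with the vertical axis in cycles and inverted so that more template is higher; squares are the cholesterol-loaded and circles the cholesterol-depleted sample, crosses mark wells with no Ct and the dashed line is the limit of 35. For miR-520d-5p only run 3 has both samples above the line, at 33.7 and 30.1.

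**Figure D3:**
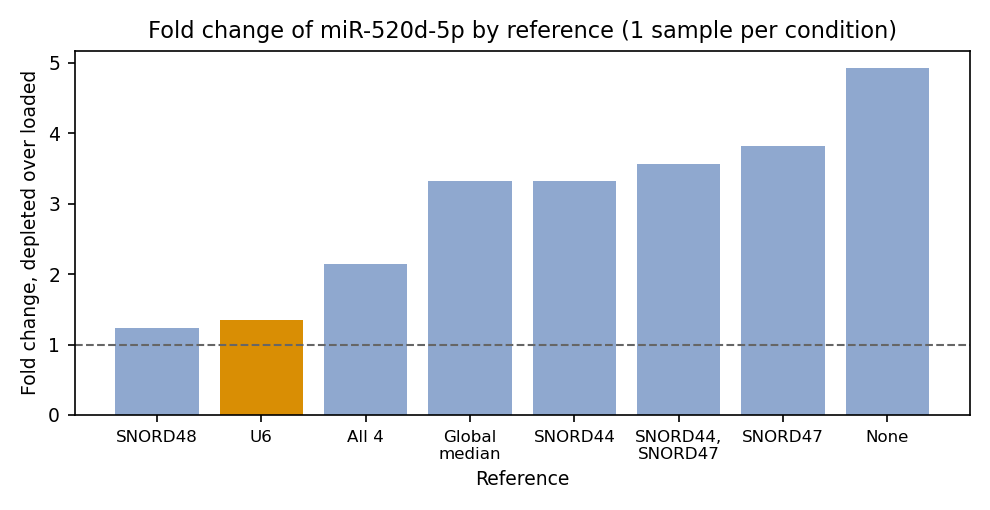
Fold change of miR-520d-5p in cholesterol-depleted over cholesterol-loaded cells (vertical axis, linear from 0) under each reference (horizontal axis), with the U6 bar in orange and the dashed line at a fold change of 1. The bars run from 1.23 with SNORD48 to 4.92 with no reference, and there is 1 sample per condition, so no error bar is drawn.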

To gain insight into the function of miR-520d, we analyzed its potential gene targets using miRNA target prediction algorithms (e.g., TargetScan and miRanda) and identified multiple putative binding sites for miR-520d in the 3′-UTR of genes that modulate LDLR abundance, including the LDLR chaperone proteins PCSK9 and IDOL and the rate-limiting enzyme in cholesterol biosynthesis HMGCR (Figure 1A). During our analysis, we noted multiple additional sites for a second miRNA, miR-224, in the 3′-UTRs of these same genes (Figure 1A). To directly assess the effects of miR-224 and miR-520d on *PCSK9, IDOL*, and *HMGCR* expression, the 3′-UTRs of these human mRNAs were fused to a luciferase reporter plasmid. Using miRNA mimics, we found that miR-224 and miR-520d dose-dependently reduced the activity of the 3′-UTR of *PCSK9, IDOL*, and *HMGCR* by 50–80% compared to a control miRNA mimic (Figures 1B–**D**). Notably, this regulation by miR-224 and miR-520d was specific, as point mutations introduced in the predicted miRNA response elements in the 3′-UTR of *PCSK9, IDOL*, and *HMGCR* (Figures 2A–**C**) relieved repression by miR-224 and miR-520d and restored 3′-UTR activity to control levels.

**Figure 1:**
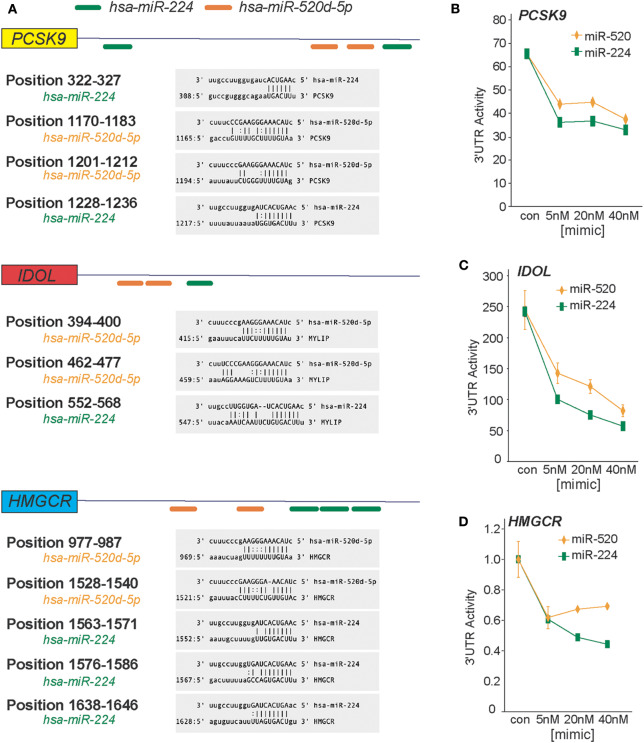
miR-224 and miR-520d target the 3′-UTRs of *PCSK9, IDOL*, and *HMGCR*. **(A)** *In silico* prediction of putative miRNA response elements for miR-224 (green) and miR-520d (orange) in the 3′-UTR of human *PCSK9, IDOL*, and *HMGCR*. Positional details of microRNA response elements are depicted in gray boxes. Predictions were based on the miRanda algorithm (http://www.microRNA.org). **(B–D)** Relative activity of *PCSK9* 3′-UTR luciferase reporter **(B)**, *IDOL* 3′-UTR luciferase reporter **(C)**, and *HMGCR* 3′-UTR luciferase reporter **(D)** constructs transfected in HEK-293T cells treated with increasing concentrations of miR-224, miR-520d, or control miR mimic.

**Figure 2:**
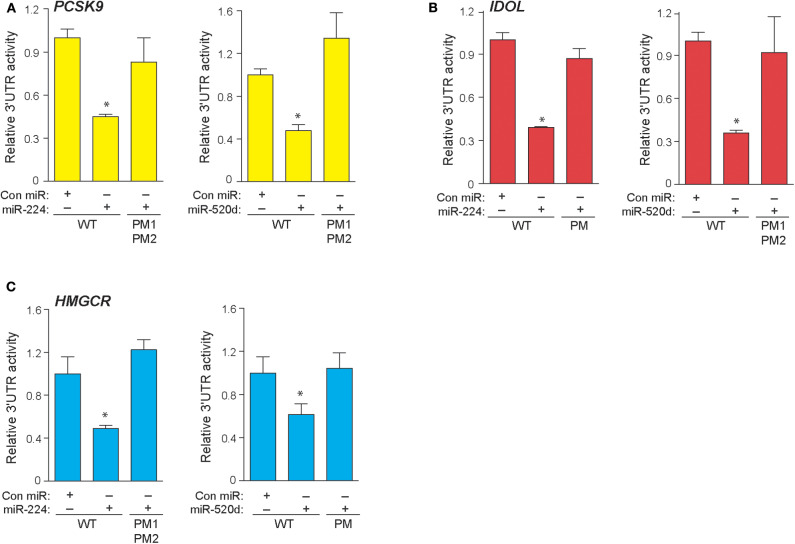
Point mutations in 3′-UTRs of *PCSK9, IDOL*, and *HMGCR* depress effects of miR-224 and miR-520d. **(A–C)** Relative activity of *PCSK9* 3′-UTR luciferase reporter **(A)**, *IDOL* 3′-UTR luciferase reporter **(B)**, and *HMGCR* 3′-UTR luciferase reporter **(C)** constructs with or without point mutations (PM) transfected in HEK-293T cells treated miR-224, miR-520d, or control miR mimic. Data are the mean ± SEM of triplicate samples from a single experiment and are representative of three independent experiments. *P*-values were calculated using two-tailed Student's *t*-test. *P < 0.05.

*In silico* analysis of deposited high-throughput sequencing and crosslinking immunoprecipitation (HiTS-CLIP) experiments of human Argonaute (AGO) in hepatocellular carcinoma cells [GSE64680 (31)] confirmed AGO2 occupancy at predicted miR-224 and miR-520d response elements in the 3′-UTRs of *PCSK9, IDOL*, and *HMGCR* (Supplementary Figures 2–4). To understand the effects of endogenous miR-224 and miR-520d on these target mRNAs in hepatic cells, we transfected HepG2 cells with antisense oligonucleotide inhibitors of miR-224 and miR-520d or a control oligonucleotide. Compared to a control inhibitor, anti-miR-224 reduced levels of miR-224 in HepG2 cells by 70%, indicating efficient inhibition of endogenous miR-224 (Figure 3A). Correspondingly, we found that anti-miR-224 increased levels of *PCSK9* and *HMGCR* mRNAs by 2-fold to 3-fold and of *IDOL* mRNA to a lesser extent (Figure 3B). Similarly, anti-miR-520d reduced endogenous levels of miR-520d (Figure 3C) and increased levels of *PCSK9* and *IDOL* mRNAs by 30–40% and of *HMGCR* mRNA by 200% (Figure 3D). Furthermore, anti-miR-224 and anti-miR-520d increased protein levels of PCSK9 and HMGCR in HepG2 cells under basal conditions and after treatment with simvastatin (Figure 3E, Supplementary Figure 7), which was accompanied by a marked reduction in LDLR protein levels (Figure 3E, Supplementary Figure 7). As increased levels of HMGCR would be expected to increase cholesterol synthesis, we next examined whether anti-miR-224 and anti-miR-520d altered the SREBP2 pathway. SREBP2 levels in the nucleus are regulated by cellular cholesterol content. Under low-sterol conditions, SREBP2 is released from the endoplasmic reticulum and undergoes cleavage to its mature form that traffics to the nucleus to activate gene transcription, whereas under cholesterol-replete conditions, SREBP2 processing is inhibited. Consistent with the increase in HMGCR, we observed a decrease in mature SREBP2 protein in HEPG2 cells treated with anti-miR-224 and anti-miR-520d compared to control anti-miR, as measured by western blotting (Figure 3F, Supplementary Figure 7). The decrease in SREBP2 in anti-miR-224-treated cells corresponded with a decrease in mRNA levels of genes containing SREBP response elements (SREs) in their promoters, including *SREBF2* itself, *FAS*, and *LDLR* (Figure 3G). However, in anti-miR-520d-treated HEPG2 cells, we only observed a significant decrease in *LDLR* mRNA levels (Figure 3G), which may reflect its less potent effects on its target genes, and by extension, SREBP2 levels. Notably, we observed no change in expression of miRNAs known to directly target *LDLR*, such as miR-27b and miR-128, in HEPG2 cells treated with anti-miR-224 and anti-miR-520d (Supplementary Figure 5). Collectively, these data identify *PCSK9, IDOL*, and *HMGCR* as targets of miR-224 and miR-520d and indicate that inhibition of miR-244 and miR-520d could be used to regulate hepatic expression of LDLR at both the mRNA and protein levels.

**Figure 3:**
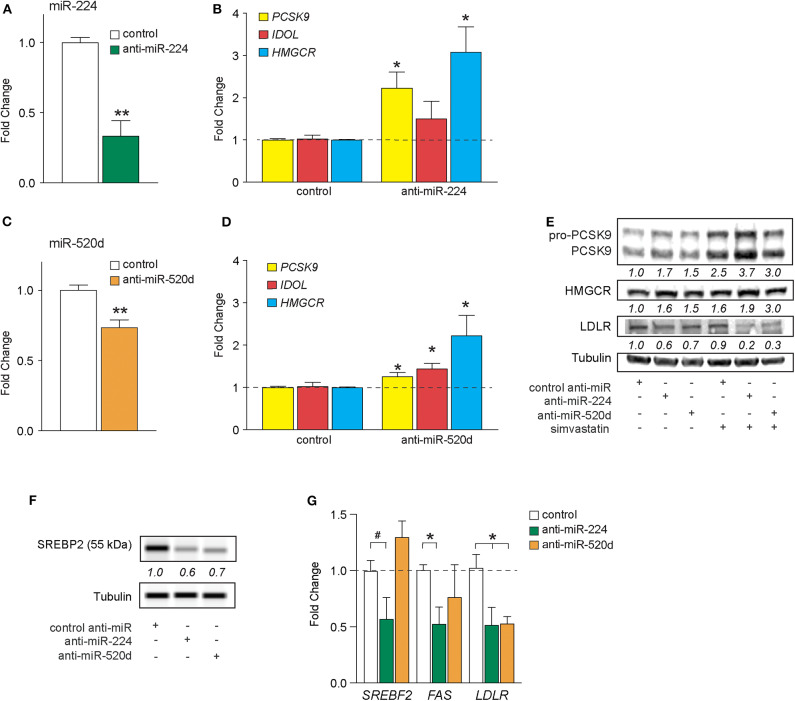
Inhibition of miR-224 and miR-520d regulates mRNA expression of *PCSK9, IDOL*, and *HMGCR* in human hepatocytes. **(A,B)** qRT-PCR analysis of miR*-*224 **(A)** and *PCSK9, IDOL*, or *HMGCR* **(B)** expression levels in HepG2 cells transfected with an inhibitor of miR-224 or a control inhibitor. **(C,D)** qRT-PCR analysis of miR*-*520d **(C)** and *PCSK9, IDOL*, or *HMGCR* **(D)** expression levels in HepG2 cells transfected with an inhibitor of miR-520d or a control inhibitor. **(E)** Western blot analysis of PCSK9, HMGCR, LDLR, and tubulin (internal control) in HepG2 cells transfected with anti-miR-224, anti-miR-520d, or control anti-miR and left untreated or treated with simvastatin (5 μM). Relative quantification is shown below the bands. **(F)** Representative western blot analysis of SREBP2 in HepG2 cells transfected with anti-miR-224, anti-miR-520d, or control anti-miR. Quantification of two independent experiments shown below bands. **(G)** qRT-PCR analysis of *SREBF2, FAS*, and *LDLR* in HepG2 cells transfected with anti-miR-224, anti-miR-520d, or control anti-miR. Data are the mean ± SEM of three independent experiments. *P*-values were calculated using two-tailed Student's *t*-test. ^#^*P* < 0.1, *P < 0.05, **P < 0.01.

### miR-224 and miR-520d Modulate LDLR Expression in Hepatic Cells Through Their Actions on *PCSK9, IDOL*, and *HMGCR*

To test whether delivery of miR-224 or miR-520d could be used to regulate hepatic expression of LDLR accessory proteins that control LDLR cell surface expression and, thus, LDL clearance, we transfected HepG2 cells with miR-224 or miR-520d or control miRNA mimics and measured the expression of their target genes at the mRNA and protein levels. Compared to control mimics, miR-224 potently inhibited *PCSK9, IDOL*, and *HMGCR* mRNA levels as measured by qRT-PCR (Figure 4A). By comparison, miR-520d reduced *PCSK9, IDOL*, and *HMGCR* mRNA by only 10–40% (Figure 4A), suggesting that miR-520d has more modest effects on its mRNA targets. Furthermore, miR-224 strongly reduced protein levels of PCSK9 and HMGCR in HepG2 cells under basal conditions and after treatment with simvastatin, which upregulates PCSK9 and HMGCR mRNA (Figure 4B, Supplementary Figure 6). Notably, miR-224 repression of PCSK9 and HMGCR was associated with a doubling in LDLR protein expression in unstimulated HepG2 cells and a 30% increase in LDLR protein levels in simvastatin-treated cells (Figure 4B, Supplementary Figure 6). Similar to miR-224, miR-520d reduced PCSK9 and HMGCR protein levels in HepG2 cells treated with simvastatin; however, its effects in untreated cells were modest (Figure 4C, Supplementary Figure 8). Simvastatin-treated HepG2 cells transfected with miR-520d showed a 50% increase in LDLR protein expression compared to a control miRNA (Figure 4C, Supplementary Figure 8). Together, these data indicate that delivery of miR-224 or miR-520d mimics can be used to increase LDLR protein expression in hepatic cells in the setting of statin treatment.

**Figure 4:**
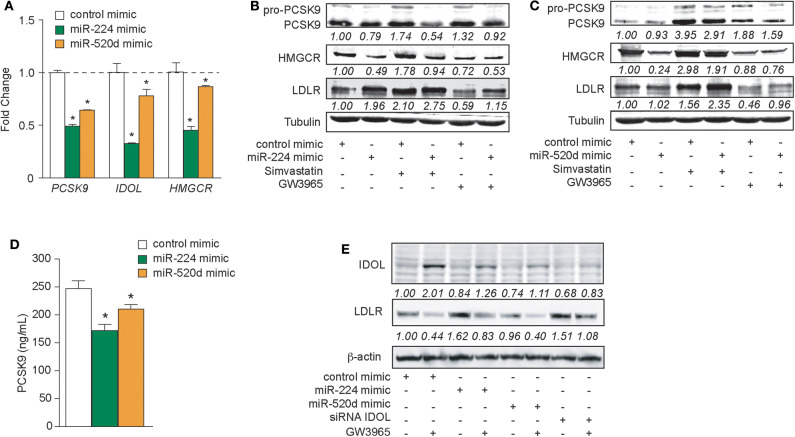
Increased expressions of miR-224 and miR-520d regulate PCSK9, HMGCR, IDOL, and LDLR in human hepatocytes. **(A)** qRT-PCR analysis of *PCSK9, IDOL*, and *HMGCR* in HepG2 cells transfected with miR-224, miR-520d, or control miR mimic. **(B,C)** Western blot analysis of PCSK9, HMGCR, and LDLR in HepG2 cells transfected with miR-224 **(B)**, miR-520d **(C)**, or control miR mimic and subsequently treated with simvastatin (5 μM) or GW3965 (1 μM). Relative quantification is shown below the band blots. **(D)** PCSK9 concentration measured with ELISA in supernatants derived from HepG2 cells transfected with miR-224, miR-520d, or control miR mimic. **(E)** Western blot analysis of IDOL and LDLR in HepG2 cells transfected with miR-224, miR-520d, or control miR mimic or a siRNA targeting IDOL and subsequently treated with GW3965 (1 μM). Relative quantification is shown below the band blots. Data are the mean ± SEM of triplicate samples from a single experiment and are representative of three independent experiments **(A,D)**. *P*-values were calculated using two-tailed Student's *t*-test. *P < 0.05.

As PCSK9 can be secreted by the liver, we next measured the effects of miR-224 or miR-520d mimics on PCSK9 secretion by HepG2 cells. We treated HepG2 cells with control, miR-224, or miR-520d mimics and collected cell culture supernatants for analysis. Compared to a control miRNA, miR-224 reduced PCSK9 concentrations in the media by 30%, as measured by ELISA (Figure 4D). Similarly, compared to control, miR-520d reduced PCSK9 secretion by HepG2 cells by 20% (Figure 4D). Together, these data indicate that miR-224 and miR-520d efficiently reduce both intracellular and secreted PCSK9 levels in hepatic cells.

The LDLR chaperone protein IDOL is rapidly degraded by the proteasome in unstimulated cells but can be induced by activation of the LXR nuclear hormone receptor (9). Thus, to investigate the effects of miR-224 and miR-520d on IDOL protein expression, HepG2 cells were treated with the proteasome inhibitor MG132 and transfected with miR-224 or miR-520d mimics in the presence and absence of the LXR agonist GW3965. As shown in Figure 4E, Supplementary Figure 9, HepG2 cells treated with control miRNA mimics show low levels of IDOL protein, and IDOL protein is increased ~2-fold by GW3965. As expected, the GW3965-mediated increase in IDOL protein was associated with a 60% reduction of LDLR protein levels (Figure 4E, Supplementary Figure 9). Transfection of HepG2 cells with miR-224 mimics reduced basal and GW3965-induced IDOL protein levels, by 15 and 75%, respectively, compared to control mimic. Notably, under basal conditions, miR-224 mimics increased LDLR levels to an extent comparable to that seen after transfection with an *IDOL* siRNA (Figure 4E, Supplementary Figure 9). Interestingly, transfection of HepG2 cells with miR-520d mimics also reduced IDOL protein levels under basal and GW3965-treated conditions but did not significantly change levels of LDLR protein (Figure 4E, Supplementary Figure 9). Together, these data indicate that miR-224 and miR-520d can reduce levels of IDOL protein under basal conditions and upon LXR activation.

### miR-224 and miR-520d Regulate Surface Expression of LDLR and LDL Clearance

Our data suggest that miR-224 and miR-520d can regulate LDLR protein levels by targeting accessory proteins that regulate its degradation. To understand how miR-224 and miR-520d affect cell surface expression of LDLR, and thus LDL binding, we used HepG2 cells stably expressing a GFP-tagged LDLR (HepG2-LDLR-GFP). The LDLR-GFP transgene does not contain the native LDLR 3′-UTR, and thus, this cell line is ideal to investigate how miR-224 or miR-520d regulation of chaperone proteins (e.g., PCSK9 and IDOL) affects LDLR cell surface expression, without potential direct effects of the miRNAs on the native LDLR mRNA. As shown in Figure 5A, HepG2-LDLR-GFP cells transfected with miR-224 or miR-520d mimics under basal conditions show increased mean cell surface expression of LDLR-GFP when compared to control mimics. To attempt to discriminate the effects of miR-224 and miR-520d on PCSK9- and IDOL-mediated LDLR regulation, we took advantage of their differential regulation by statins and LXR activators. In control-mimic-treated HepG2-LDLR-GFP cells stimulated with the LXR agonist GW3965, which increases expression of *IDOL*, we observed internalization of the LDLR (Figure 5B, left panel). Transfection with miR-224 restored LDLR-GFP cell surface expression in GW3965-treated cells (Figure 5B, middle panel), in agreement with its ability to reduce cellular IDOL protein expression (Figure 4E, Supplementary Figure 9). By contrast, transfection with miR-520d only partially restored LDLR-GFP cell surface expression (Figure 5B, right panel), consistent with the differential effects of miR-520d and miR-224 on total LDLR protein levels (Figure 4E, Supplementary Figure 9). Finally, we examined the effects of miR-224 and miR-520d in HepG2-LDLR-GFP cells treated with simvastatin, a condition that increases expression of PCSK9. As observed in vehicle-treated cells, miR-224 markedly increased mean cell surface expression of LDLR-GFP in simvastatin-treated cells when compared to control mimic, suggesting that it effectively boosts cell surface expression of LDLR levels under conditions that increase PCSK9 protein (Figure 5C). Similarly, miR-520d increased cell surface expression of LDLR-GFP in simvastatin-treated cells when compared to control mimic, although to a lesser extent than miR-224 (Figure 5C).

**Figure 5:**
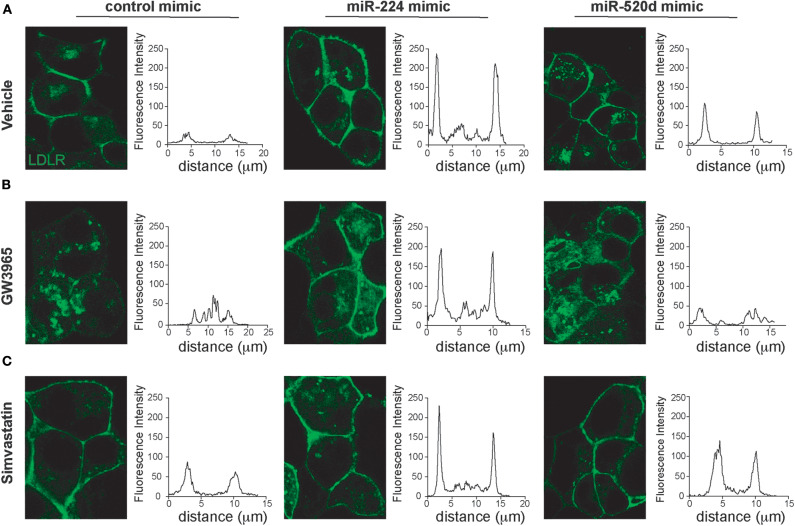
miR-224 and miR-520d control cell surface expressions of LDLR. **(A–C)** Representative images of HepG2 cells stably expressing LDLR-GFP (green) transfected with miR-224, miR-520d, or a control miRNA mimic and treated with a control vehicle **(A)**, GW3965 (**B**, 1 μM), or simvastatin (**C**, 5 μM) or a vehicle control. Graphs to the right of each of the images depict the mean fluorescence intensity across a line drawn through a single cell. Data are representative of three independent experiments.

To investigate the effects of miR-224 and miR-520d on LDLR function, we next measured the binding of fluorescently labeled LDL (diI-LDL) to native HepG2 cells transfected with control, miR-224, or miR-520d mimics. Under basal conditions, transfection of HepG2 cells with miR-224 or miR-520d mimics increased diI-LDL binding ~2-fold compared to control miR mimics, similar to the effects of statin treatment, although only treatment with miR-520d reached statistical significance (Figures 6A,B). Notably, in statin-treated HepG2 cells, miR-224 and miR-520d mimics further augmented diI-LDL binding by 2-fold to 3-fold (Figures 6A,B). Collectively, our data suggest that miR-224 and miR-520d may be effective in increasing LDLR function in concert with statin treatment by repressing expression of accessory proteins that reduce LDLR cell surface expression.

**Figure 6:**
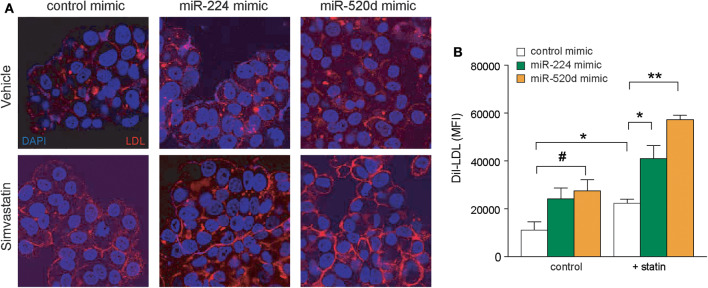
Enhanced expressions of miR-224 and miR-520d increase diI-LDL binding to LDLR. **(A)** Representative microscopic images of diI-LDL (red) in HepG2 cells transfected with miR-224, miR-520d, or control miRNA mimic and subsequently treated with control vehicle or simvastatin (5 μM). Counterstaining with DAPI to visualize DNA (blue) in the nucleus. **(B)** Quantification of images of diI-LDL (red) in HepG2 cells transfected with miR-224, miR-520d, or control miRNA mimic and subsequently treated with control vehicle or simvastatin (5 μM). *P*-values were calculated using two-tailed Student's *t*-test. ^#^*P* < 0.1, *P < 0.05, **P < 0.01.

### Therapeutic Delivery of miR-224 Decreases LDL Cholesterol *in vivo*

To understand the effects of miR-224 *in vivo*, we overexpressed miR-224 in the livers of *Ldlr*^+/−^ mice using LNP-mediated delivery. While C57BL/6 mice carry the majority of cholesterol in HDL, *Ldlr*^+/−^ mice have a humanized lipoprotein profile (Supplementary Figure 5B), allowing us to assess effects of miR-224 on plasma levels of LDL cholesterol. We injected *Ldlr*^+/−^ mice twice weekly with LNP-miR-224 or LNP-control miRNA or PBS intravenously for 4 weeks and fed the mice a chow diet (Figure 7A). We observed no significant changes in body weight between the treatment groups (data not shown). After LNP-miR-224 treatment, hepatic levels of miR-224 were markedly increased as compared to LNP-control miRNA treatment, confirming efficient delivery of miR-224 to the liver (Figure 7B). Consistent with this, we observed a 15% reduction in plasma LDL cholesterol levels in *Ldlr*^+/−^ mice treated with LNP-miR-224, compared to treatment with LNP-control miRNA or PBS (Figure 7C). Despite these changes, we did not detect significant differences in the expression of the miR-224 target genes PCSK9, IDOL and HMGCR, or LDLR, in the livers of LNP-miR-224-treated mice, compared to LNP-control miRNA- or PBS-treated mice (Figures 7D,E, Supplementary Figures 5C, 10). While the reasons for this are unknown, it may be due to the high variability in expression of these genes that we observed among treated mice. These data suggest that miR-224 overexpression *in vivo* lowers plasma levels of LDL cholesterol, but further studies will be needed to better understand its mechanisms of action.

**Figure 7:**
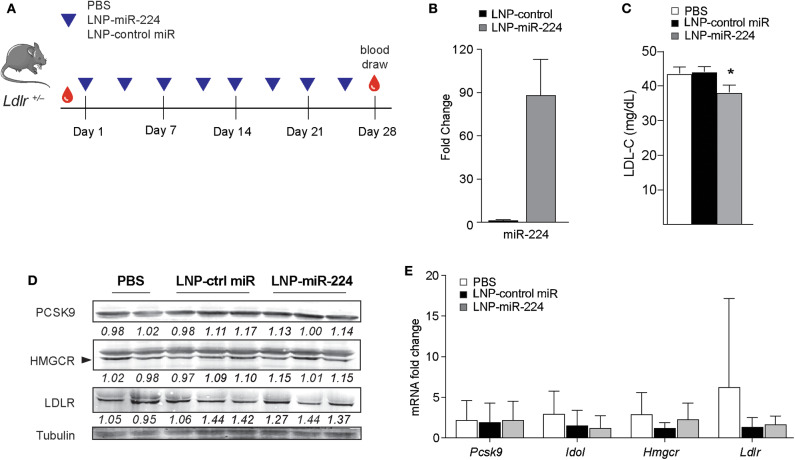
miR-224 reduces plasma levels of LDL cholesterol *in vivo*. **(A)** Experimental design to test the effects of miR-224 overexpression *in vivo*. *Ldlr*^+/−^ mice (*n* = 7–8) were intravenously injected with PBS or 2 mg/kg of lipid nanoparticles (LNPs) containing miR-224 or control miRNA mimic 2×/week for 4 weeks. **(B)** qRT-PCR analysis of miR-224 in livers of treated *Ldlr*^+/−^ mice. **(C)** Levels of LDL cholesterol (LDL-C) in plasma of treated *Ldlr*^+/−^ mice at the end of the study. **(D)** Western blot analysis of PCSK9, HMGCR, and LDLR proteins in livers of treated *Ldlr*^+/−^ mice. Relative quantification is shown below the blots. **(E)** Quantitative PCR analysis of *PCSK9, IDOL, HMGCR*, and *LDLR* mRNA levels in livers of treated *Ldlr*^+/−^ mice. Data are the mean ± SEM of *n* = 7–8 mice per group. *P*-values were calculated using a one-way ANOVA. *P < 0.05.

## Discussion

High plasma LDL cholesterol levels are a major risk factor for atherosclerosis, the underlying cause of coronary artery disease (CAD) (32). CAD remains the number one cause of morbidity and mortality in the United States (32), and new therapies are urgently needed to reduce the burden of disease. While much research has focused on the transcriptional regulation of cholesterol metabolism, recent studies from our lab and others have highlighted the impact of miRNAs on posttranscriptional control of the cholesterol regulatory circuitry. A number of studies have established roles for miRNAs in regulating cellular cholesterol efflux and HDL biogenesis [e.g., miR-33 (15–17, 33), miR-144 (21, 23), and miR-223 (26)], nuclear SREBP accumulation and lipid synthesis [e.g., the miR-96/miR-182/miR-183 cluster (34)], and assembly of apoB-containing lipoproteins [e.g., miR-30c (35)]. In addition, several miRNAs have been shown to directly target the 3′-UTR of the LDLR and to repress LDLR protein expression, including miR-128, miR-148a, miR-130b, and miR-301b (29, 30). Our study adds to the growing understanding of miRNA regulation of cholesterol homeostasis by identifying two miRNAs that regulate gene networks that impact hepatic LDLR expression and LDL binding. We show that miR-224 and miR-520d can regulate three arms that control LDLR cell surface expression: the rate-limiting enzyme for cholesterol synthesis HMGCR, the chaperone protein PCSK9 that regulates LDLR recycling and lysosomal degradation, and the E3-ubiquitin ligase IDOL that regulates LDLR ubiquitination and proteasomal degradation. Using gain- and loss-of-function studies, we confirmed *PCSK9, IDOL*, and *HMGCR* as targets of miR-224 or miR-520d and demonstrated that overexpression of these miRNAs can be used as a strategy to upregulate LDLR expression and function in hepatocytes. Notably, the effects of miR-224 or miR-520d on hepatic LDLR cell surface expression and LDL binding were additive to the effects of statins, currently the standard of care to lower plasma levels of LDL cholesterol (36), suggesting that such an approach could be used in concert with statin therapy to increase LDLR function.

The statin class of drugs inhibits the rate-limiting enzyme in cholesterol synthesis HMGCR, leading to the feedback activation of SREBP, a transcription factor that drives LDLR expression (36). This upregulates hepatic LDLR expression and increases the clearance of circulating LDL, effectively lowering its plasma concentrations. However, one reason that statins are not more effective is that their induction of SREBP also drives expression of PCSK9, which removes the LDLR from the cell surface, thereby lessening its ability to clear LDL particles from the circulation. We find that both miR-224 and miR-520d simultaneously repress HMGCR and PCSK9, identifying a mechanism for overcoming this limitation. Importantly, we show that both miR-224 and miR-520d reduced secretion of PCSK9 to the extracellular environment, where it binds the LDLR for internalization and lysosomal degradation. In addition, the repression of LDLR degradation by miR-224 and miR-520d is reinforced by their targeting of the other known chaperone protein that targets the LDLR for degradation, IDOL. Notably, miR-224 and miR-520d repression of PCSK9 and IDOL was effective under conditions that increased expression of these targets, such as statin or LXR agonist treatment, respectively, and resulted in increased hepatic LDLR cell surface expression and LDL binding.

The discovery that loss-of-function mutations in the PCSK9 gene caused lower-than-normal LDL cholesterol levels and decreases in CAD (6) led to the rapid clinical development of monoclonal antibodies targeting PCSK9. Currently, two PCSK9 binding monoclonal antibodies, alirocumab and evolocumab, are approved for use with and without statins and have allowed achievement of low levels of plasma LDL cholesterol in high-risk patient populations (8). Other modalities to inhibit PCSK9, including antisense oligonucleotides and short interfering RNAs, are being actively pursued (37). Although several miRNAs, including miR-191, miR-222, and miR-224, have been identified to regulate PCSK9 in human liver cells (38), none are currently in clinical development. PCSK9 repression by miR-224 was previously reported (38, 39); however, those studies did not examine effects of the miR-224 on PCSK9 secretion or LDLR expression and function, nor did they examine effects on other arms of LDL regulation as we have performed here. Interestingly, miR-224 has been reported to be commonly dysregulated in human cancers including glioma, lung adenocarcinoma, and hepatocellular carcinoma, as well as cervical, prostate, breast, and colorectal cancer (40), indicating that it is unlikely to be a candidate for development as a lipid-lowering therapy. Multiple additional targets of miR-224 have been identified that may promote tumor cell proliferation and metastasis, including the cyclin-dependent kinase p21, SMAD4, PPP2R1B, TRIB1, RKIP, API5, CDC42, PAK2, and CDH1 [reviewed in Chen et al. (40)]. By contrast, miR-520 family members have been linked to tumor suppression in breast and esophageal cancers (41, 42), suggesting that this miRNA may be a better candidate for future studies.

In contrast to PCSK9, relatively little is known about posttranscriptional mechanisms that regulate IDOL and proteasomal degradation of the LDLR. IDOL controls LDLR receptor stability independent of SREBP and PCSK9 and is transcriptionally induced by activation of the LXR nuclear receptors (9). The LXRs are activated in the setting of cholesterol excess and regulate the expression of genes involved in cholesterol uptake, transport, efflux, and excretion. Upon its induction by LXR, IDOL binds to the cytoplasmic tail of the LDLR and promotes its ubiquitination by the UBE2D1/E1 complex (43, 44) and delivery to the multivesicular body protein-sorting pathway (45, 46). In mice, targeted deletion of IDOL increases cellular LDLR protein levels and LDL uptake, and this increase is additive with the effect of statin treatment (45). Moreover, studies in non-human primates indicate that manipulation of IDOL using LXR agonists or IDOL siRNAs can regulate plasma levels of LDL cholesterol (47). To date, the role of miRNAs in regulating IDOL has been relatively unexplored. Posttranscriptional regulation of IDOL expression by miR-19b was reported in the setting of breast cancer, where it was shown to promote cell migration and metastasis (48). However, the effects of miR-19b on IDOL-dependent LDLR regulation or LDL uptake were not examined in that study. Thus, our identification of miR-224 and miR-520d as posttranscriptional repressors of IDOL are the first to explore how miRNA regulation of this pathway can be used to alter LDL metabolism.

miRNAs represent a new class of therapeutic targets, and delivery of oligonucleotide inhibitors and mimics is being tested in multiple disease indications. miRNA inhibitors are currently in clinical trials for the treatment of the hepatitis C virus [i.e., miR-122 (49, 50)], scar tissue formation [i.e., MRG-201 (Miragen) targeting miR-29], wound healing and heart failure (i.e., MRG-110 targeting miR-29), and various forms of cancer [i.e., MRG-106 targeting miR-155 and RGLS-5579 (Regulus) targeting miR-10b (51)]. These inhibitors are typically single-stranded oligonucleotides with modifications that render them resistant to degradation, and they can be delivered subcutaneously, intravenously, or locally for maximal effects. However, strategies to enhance miRNA expression or action remain more challenging due to the double-stranded nature of such miRNA mimics. Delivery of double-stranded miRNA mimics shares many of the limitations associated with siRNA delivery, including injection site reactions. Strategies to overcome these limitations, such as the packaging of miRNA mimics into lipid-based nanoparticles or liposomes, have improved delivery of miRNAs to some tissues such as the liver, a major site of regulation of cholesterol homeostasis. miRNAs such as miR-224 and miR-520d that can target multiple components of the LDLR control pathway (e.g., *PCSK9, IDOL*, and *HMGCR*) and that are effective under different conditions (e.g., statin treatment or LXR activation) are thus promising new therapeutic targets. The development of miRNA mimic delivery systems with improved tissue specificity will facilitate future studies of overexpression of such miRNAs *in vivo* to test effects on plasma LDL cholesterol levels and atherosclerosis.

## Data Availability Statement

The miRNA microarray dataset has been deposited in Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ and is available under GSE144751. Processed sequence datasets GSE64680 were downloaded from GEO-database and further analyzed using Integrative Genomics Viewer (https://igv.org/).

## Author Contributions

KM, KR, AS, and CS designed the study and prepared the manuscript, with input from all authors. AS, CS, ES, AW, MA, SO, and WS performed experiments and data analyses. KM and PT designed experiments and guided the interpretation of the results.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: LDL Receptor Pathway Regulation by miR-224 and miR-520d
**Source:** Front Cardiovasc Med. 2020 May 22;7:81. doi: 10.3389/fcvm.2020.00081

**Supplementary Table 1.** Primers used to introduce point mutations in the MRE of the 3'UTR of PCSK9, IDOL and HMGCR

| Genes<br>(human) | miRNA       | Point mutations                                                                                                                                                                                                                                                                                                                                                                                 |
|------------------|-------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PCSK9            | hsa-miR-224 | <u>MRE 1:</u><br>FW: 5'-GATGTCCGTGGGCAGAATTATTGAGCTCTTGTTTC-3'<br>RV: 5'-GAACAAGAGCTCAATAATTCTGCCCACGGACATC-3'<br><u>MRE 2:</u><br>FW: 5'-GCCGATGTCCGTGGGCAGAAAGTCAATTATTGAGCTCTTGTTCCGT-3'<br>RV: 5'-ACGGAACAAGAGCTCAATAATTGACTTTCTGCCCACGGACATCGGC-3'                                                                                                                                         |
| IDOL             | hsa-miR-224 | <u>MRE:</u><br>FW: 5'-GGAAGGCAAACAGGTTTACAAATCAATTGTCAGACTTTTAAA-3'<br>RV: 5'-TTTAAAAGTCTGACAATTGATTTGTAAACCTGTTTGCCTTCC-3'                                                                                                                                                                                                                                                                     |
|                  | hsa-miR-520 | <u>MRE 1:</u><br>FW: 5'-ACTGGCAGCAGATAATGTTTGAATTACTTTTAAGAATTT<br>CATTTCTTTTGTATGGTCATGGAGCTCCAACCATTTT-3'<br>RV: 5'-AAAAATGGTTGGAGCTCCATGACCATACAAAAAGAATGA<br>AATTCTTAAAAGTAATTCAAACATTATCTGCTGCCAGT -3'<br><u>MRE 2:</u><br>FW: 5'-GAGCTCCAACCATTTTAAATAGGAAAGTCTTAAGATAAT<br>TGTTGTCGTTTTAATGTCATTTCT-3'<br>RV: 5'-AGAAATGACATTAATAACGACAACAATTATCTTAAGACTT<br>TCCTATTAAAAATGGTTGGAGCTC-3' |
| HMGCR            | hsa-miR-224 | <u>MRE 1/2:</u><br>FW: 5'-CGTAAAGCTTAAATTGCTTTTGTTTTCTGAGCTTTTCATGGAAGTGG-3'<br>RV: 5'-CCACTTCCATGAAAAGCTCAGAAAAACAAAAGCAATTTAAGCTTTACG-3'<br><u>MRE 3:</u><br>FW: 5'- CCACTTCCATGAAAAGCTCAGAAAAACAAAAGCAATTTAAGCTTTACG -3'<br>RV: 5'- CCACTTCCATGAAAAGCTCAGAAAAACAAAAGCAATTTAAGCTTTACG -3'                                                                                                     |
|                  | hsa-miR-520 | <u>MRE 1:</u><br>FW: 5'-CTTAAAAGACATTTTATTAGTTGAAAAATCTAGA-3'<br>RV: 5'-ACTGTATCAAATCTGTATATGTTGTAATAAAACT-3'<br><u>MRE 2:</u><br>FW: 5'-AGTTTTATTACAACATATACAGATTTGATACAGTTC-3'<br>RV: 5'-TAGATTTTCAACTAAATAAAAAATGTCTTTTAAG -3'                                                                                                                                                               |

**Supplementary Table 2.** qRT-PCR primers used in this study

| <b>Genes<br/>(human)</b> | <b>Forward Sequence</b>    | <b>Reverse Sequence</b>        |
|--------------------------|----------------------------|--------------------------------|
| <i>IDOL</i>              | 5'-CGAGGACTGCCTCAACCA-3'   | 5'-TGCAGTCCAAAATAGTCAACTTCT-3' |
| <i>HMGCR</i>             | 5'-GTCATTCCAGCCAAGGTTGT-3' | 5'-GGGACCACTTGCTTCCATTA-3'     |
| <i>LDLR</i>              | 5'-CTCTCTGCGAAGTCTGGACG-3' | 5'-ACTAACCTGTCCGTACACCTTG-3'   |
| <i>GAPDH</i>             | 5'GAAGGTGAAGGTCGGAGTC-3'   | 5'-GAAGATGGTGATGGGATTTC-3'     |

| <b>Genes (mouse)</b> | <b>Forward Sequence</b>      | <b>Reverse Sequence</b>     |
|----------------------|------------------------------|-----------------------------|
| <i>Pcsk9</i>         | 5'-GAGACCCAGAGGCTACAGATT-3'  | 5'-AATGTACTCCACATGGGGCAA-3' |
| <i>Idol</i>          | 5'-AGGAGATCAACTCCACCTTCTG-3' | 5'-ATCTGCAGACCGGACAGG-3'    |
| <i>Hmgcr</i>         | 5'-TTGCAGAGCCGTCCTCTCTA-3'   | 5'-AGCAAGCTCCCATCACCAAG-3'  |
| <i>Ldlr</i>          | 5'-CATGGCAGCCGGCAGTGTGA-3'   | 5'-TTGGGTCCCTCGCAGAGTGT-3'  |
| <i>Gapdh</i>         | 5'TGTGAGGGAGATGCTCAGTG-3'    | 5'-TGTCCTACCCCCAATGTGT-3'   |

| <u>Qiagen miScript Primer Assays</u> |                        |
|--------------------------------------|------------------------|
| hsa_miR-27b (MS00031668)             | sequence not disclosed |
| hsa_miR-128 (MS00045850)             | sequence not disclosed |
| hsa_miR-224 (MS00003878)             | sequence not disclosed |
| hsa_miR-520d (MS00033866)            | sequence not disclosed |
| RNU6 (MS00033740)                    | sequence not disclosed |

Supplemental Figure 1

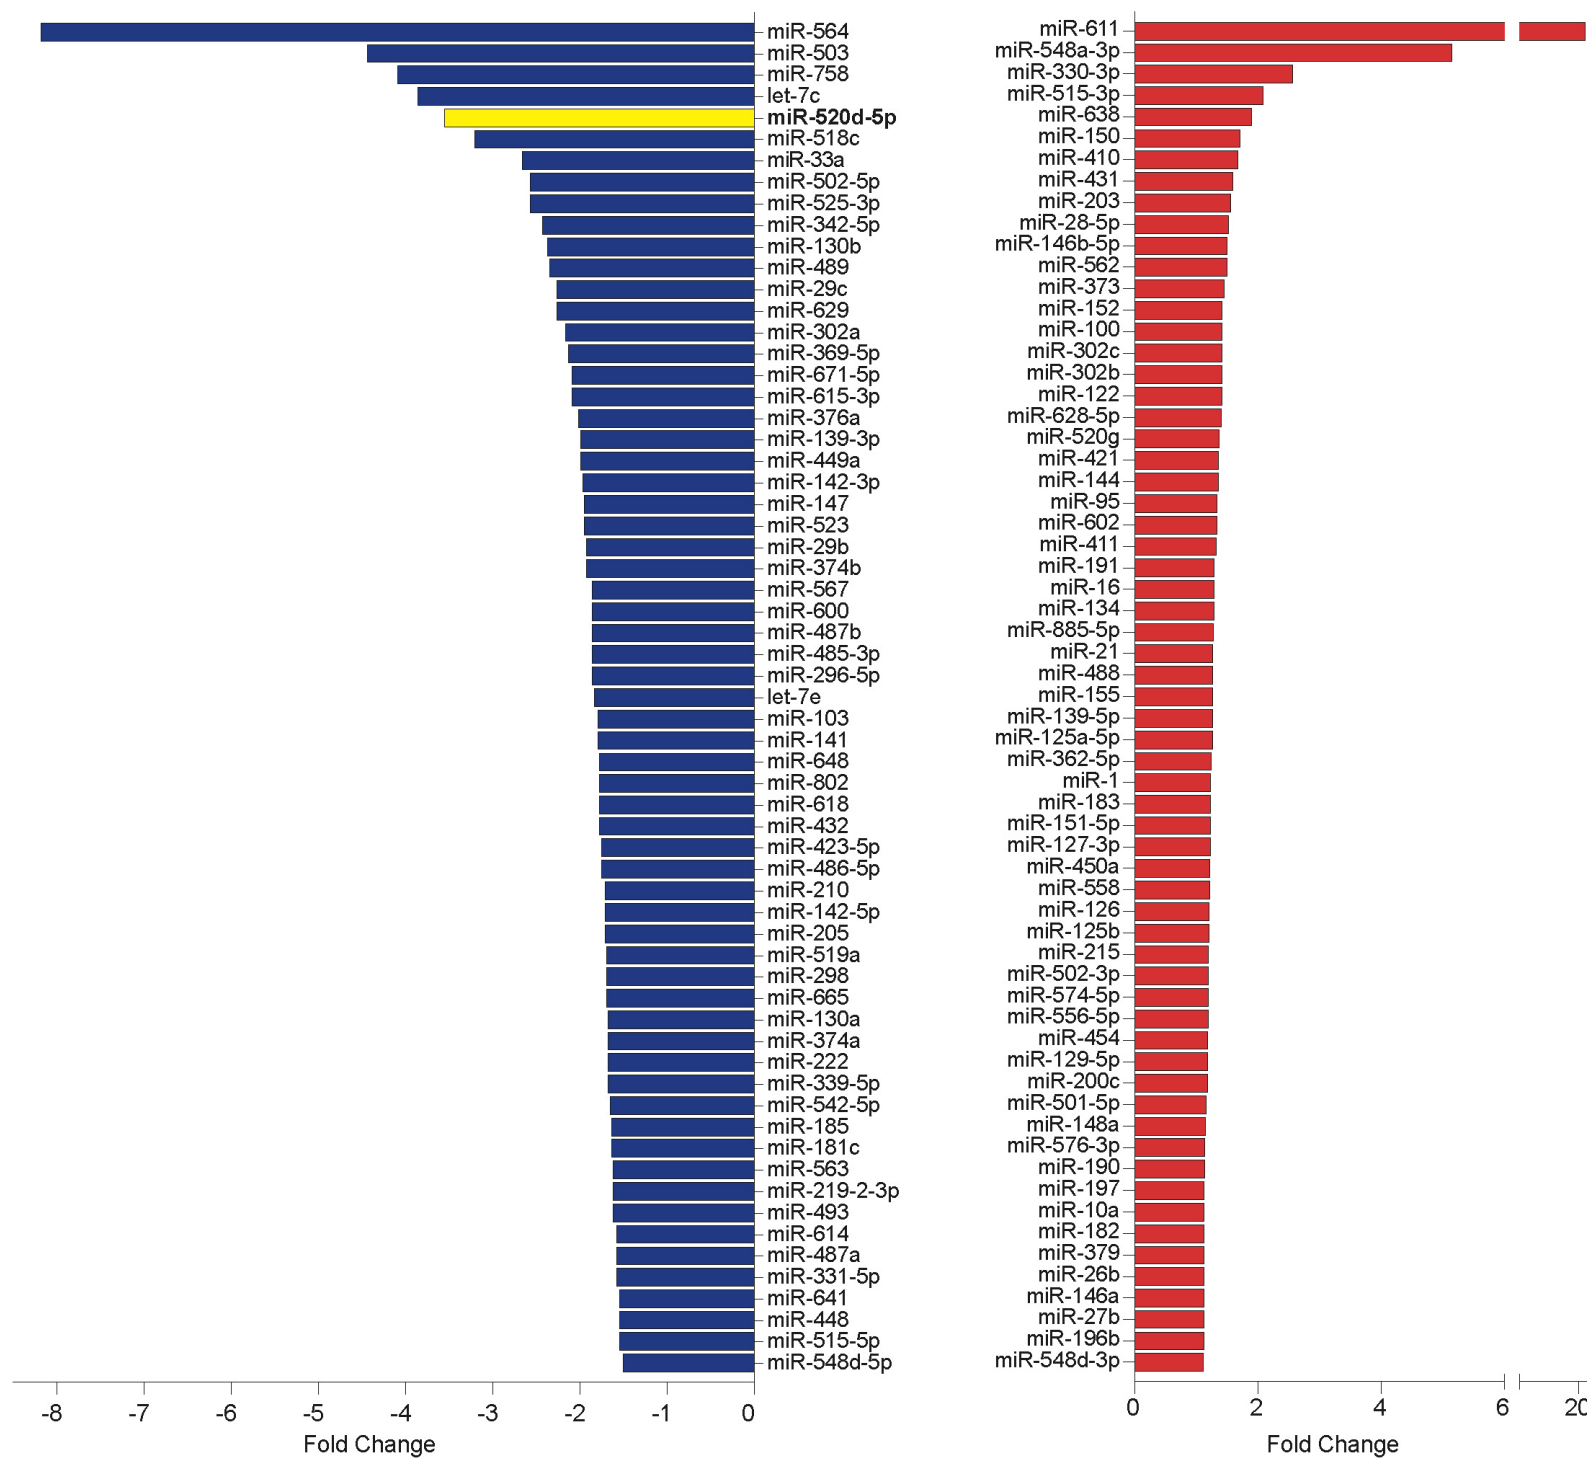

### Supplemental Figure 2

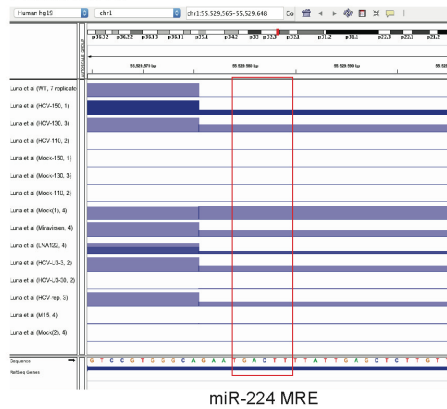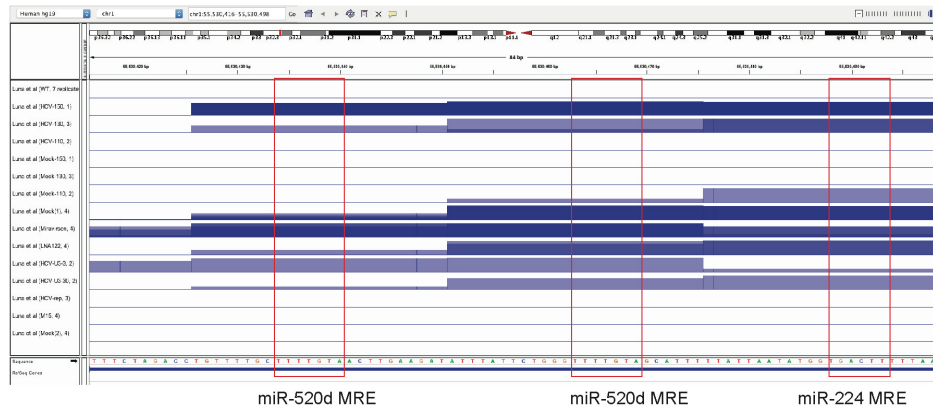

### Supplemental Figure 3

#### IDOL 3' UTR

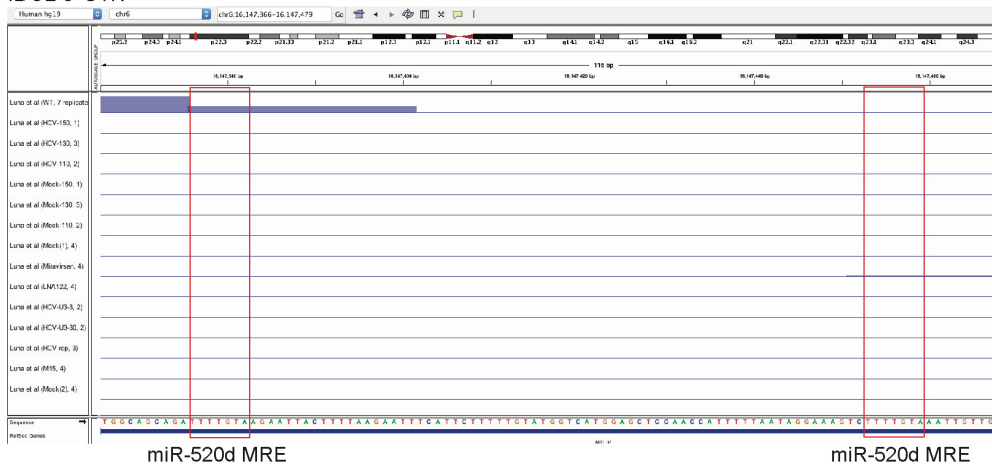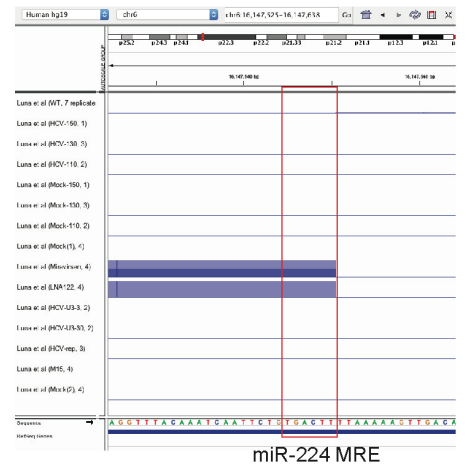

### Supplemental Figure 4

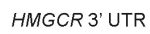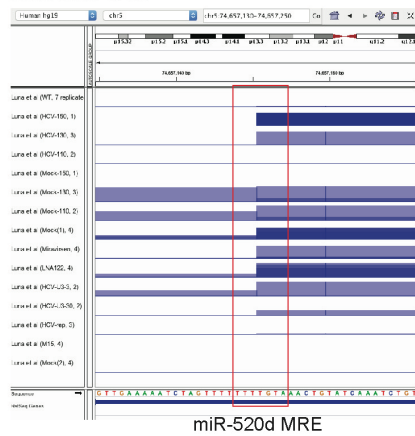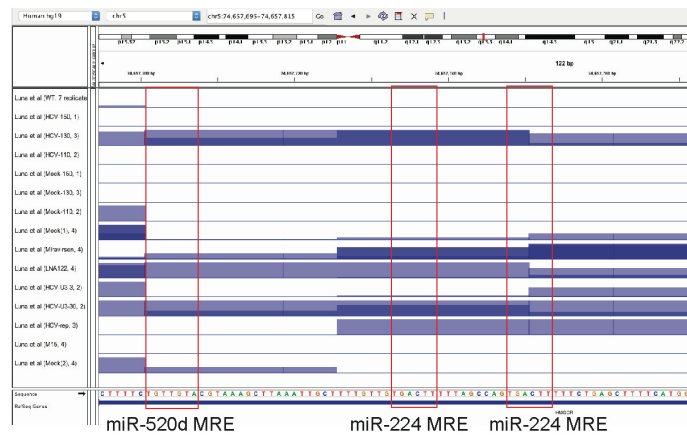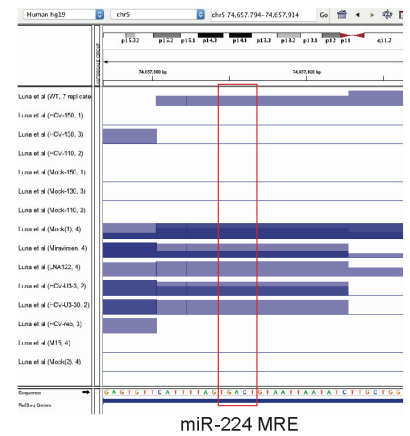

## Supplemental Figure 5

**A**

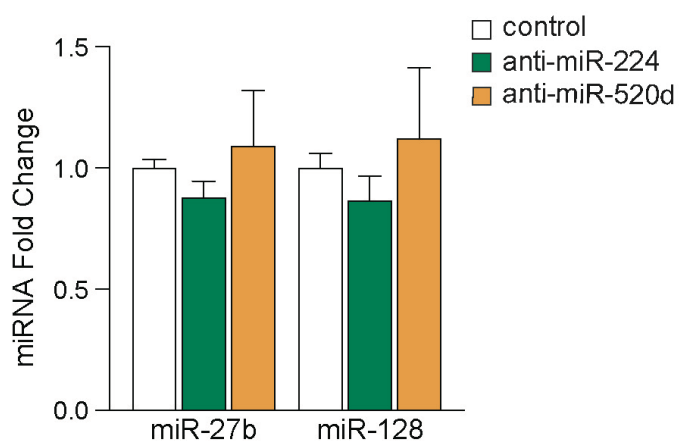

**B**

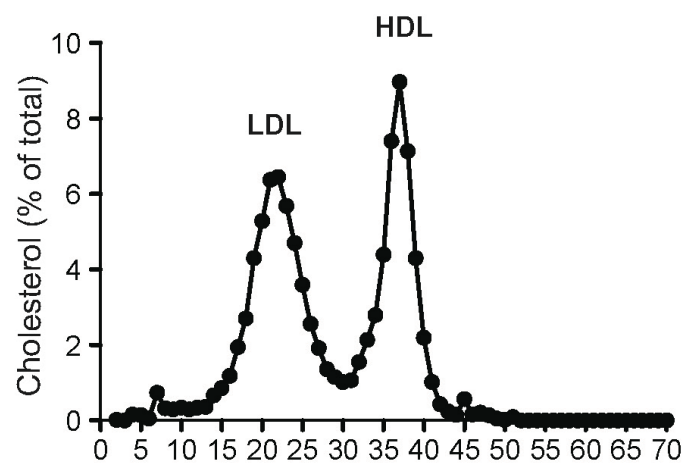

**C**

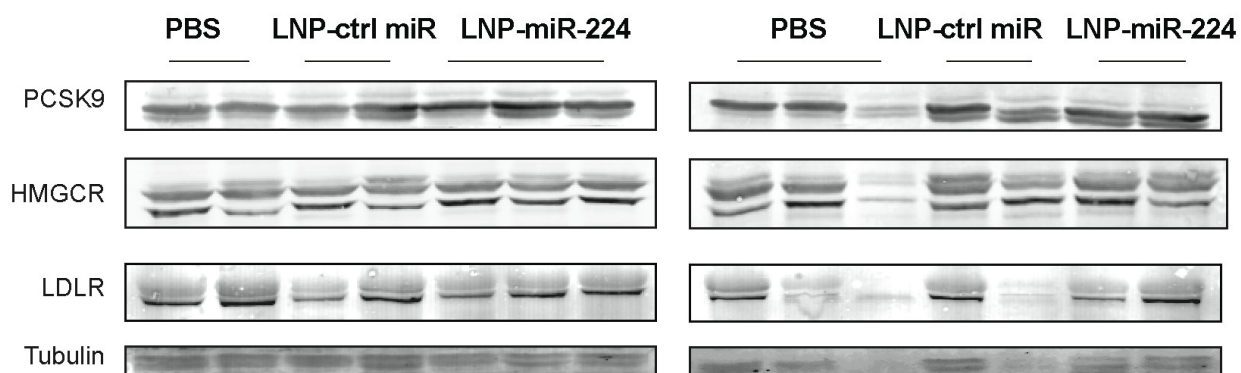

# Supplemental Figure 6

**A**

pro-PCSK9  
PCSK9

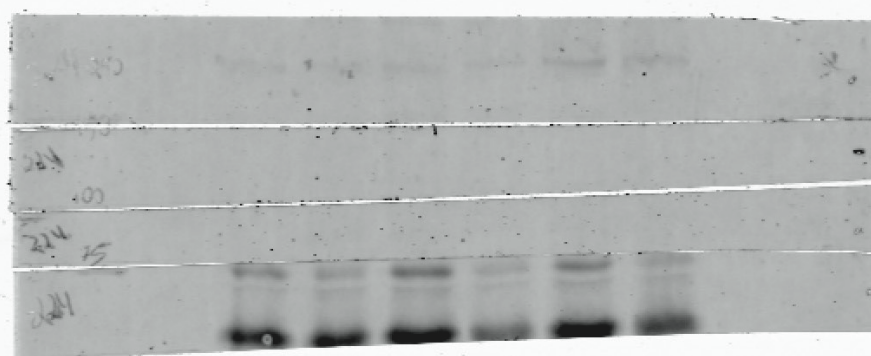

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| control mimic | + | - | + | - | + | - |
| miR-224 mimic | - | + | - | + | - | + |
| Simvastatin   | - | - | + | + | - | - |
| GW3965        | - | - | - | - | + | + |

**B**

HMGCR

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| control mimic | + | - | + | - | + | - |
| miR-224 mimic | - | + | - | + | - | + |
| Simvastatin   | - | - | + | + | - | - |
| GW3965        | - | - | - | - | + | + |

**C**

LDLR

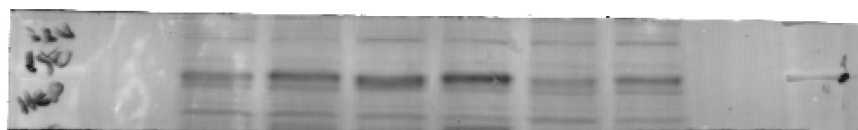

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| control mimic | + | - | + | - | + | - |
| miR-224 mimic | - | + | - | + | - | + |
| Simvastatin   | - | - | + | + | - | - |
| GW3965        | - | - | - | - | + | + |

**D**

Tubulin

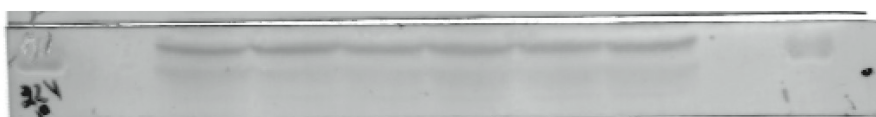

|               |   |   |   |   |   |   |
|---------------|---|---|---|---|---|---|
| control mimic | + | - | + | - | + | - |
| miR-224 mimic | - | + | - | + | - | + |
| Simvastatin   | - | - | + | + | - | - |
| GW3965        | - | - | - | - | + | + |

# Supplemental Figure 7

**A**

|                  |   |   |   |   |   |   |
|------------------|---|---|---|---|---|---|
| control anti-miR | + | - | - | + | - | - |
| anti-miR-224     | - | + | - | - | + | - |
| anti-miR-520d    | - | - | + | - | - | + |
| simvastatin      | - | - | - | + | + | + |

**B**

|                  |   |   |   |   |   |   |
|------------------|---|---|---|---|---|---|
| control anti-miR | + | - | - | + | - | - |
| anti-miR-224     | - | + | - | - | + | - |
| anti-miR-520d    | - | - | + | - | - | + |
| simvastatin      | - | - | - | + | + | + |

**C**

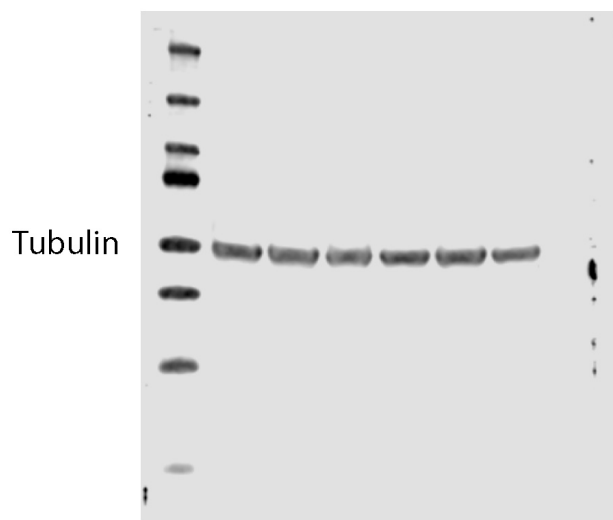

|                  |   |   |   |   |   |   |
|------------------|---|---|---|---|---|---|
| control anti-miR | + | - | - | + | - | - |
| anti-miR-224     | - | + | - | - | + | - |
| anti-miR-520d    | - | - | + | - | - | + |
| simvastatin      | - | - | - | + | + | + |

**D**

SREBP2

Tubulin

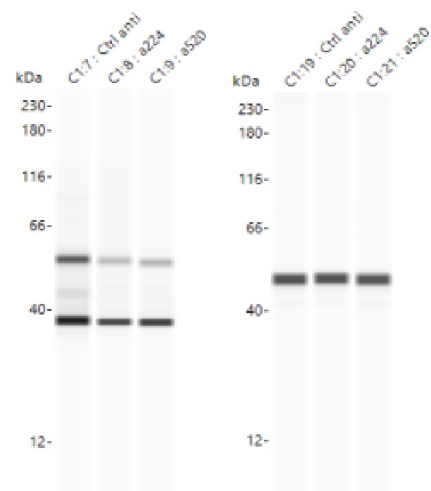

|                  |   |   |   |   |   |   |
|------------------|---|---|---|---|---|---|
| control anti-miR | + | - | - | + | - | - |
| anti-miR-224     | - | + | - | - | + | - |
| anti-miR-520d    | - | - | + | - | - | + |

# Supplemental Figure 8

**A**

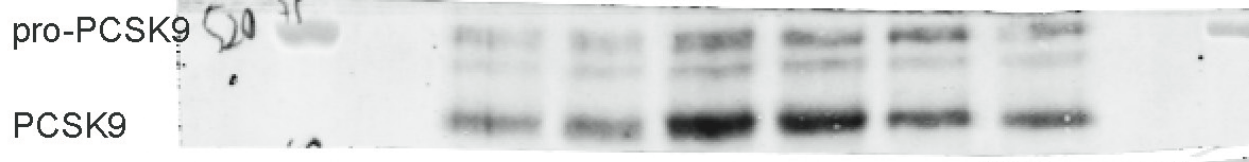

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| control mimic  | + | - | + | - | + | - |
| miR-520d mimic | - | + | - | + | - | + |
| Simvastatin    | - | - | + | + | - | - |
| GW3965         | - | - | - | - | + | + |

**B**

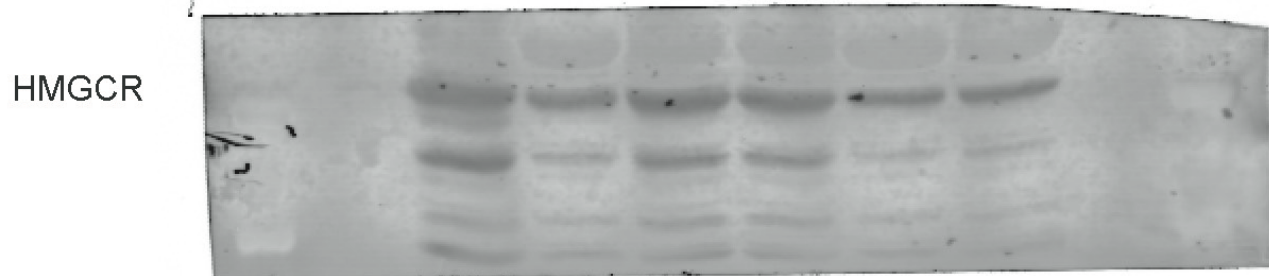

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| control mimic  | + | - | + | - | + | - |
| miR-520d mimic | - | + | - | + | - | + |
| Simvastatin    | - | - | + | + | - | - |
| GW3965         | - | - | - | - | + | + |

**C**

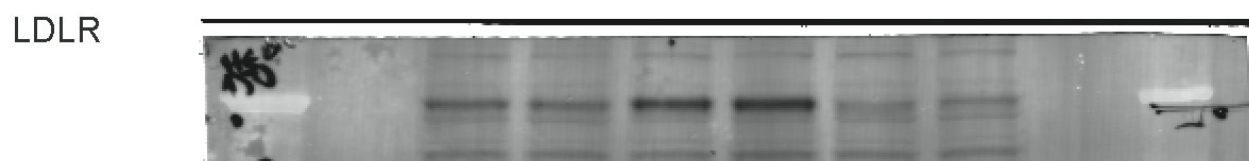

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| control mimic  | + | - | + | - | + | - |
| miR-520d mimic | - | + | - | + | - | + |
| Simvastatin    | - | - | + | + | - | - |
| GW3965         | - | - | - | - | + | + |

**D**

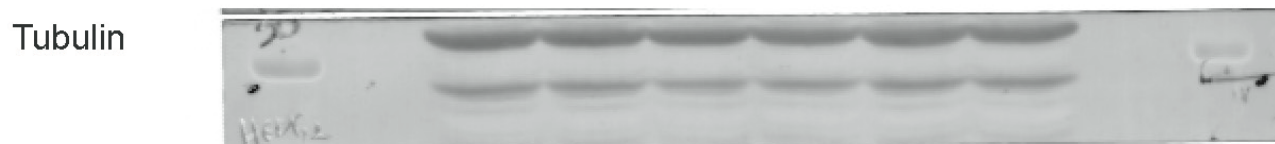

|                |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|
| control mimic  | + | - | + | - | + | - |
| miR-520d mimic | - | + | - | + | - | + |
| Simvastatin    | - | - | + | + | - | - |
| GW3965         | - | - | - | - | + | + |

Supplemental Figure 9

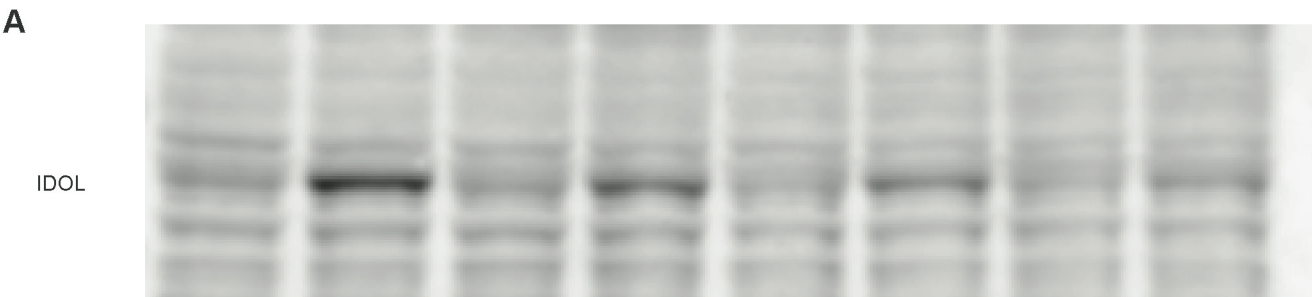

|                |   |   |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|---|---|
| control mimic  | + | + | - | - | - | - | - | - |
| miR-224 mimic  | - | - | + | + | - | - | - | - |
| miR-520d mimic | - | - | - | - | + | + | - | - |
| siRNA IDOL     | - | - | - | - | - | - | + | + |
| GW3965         | - | + | - | + | - | + | - | + |

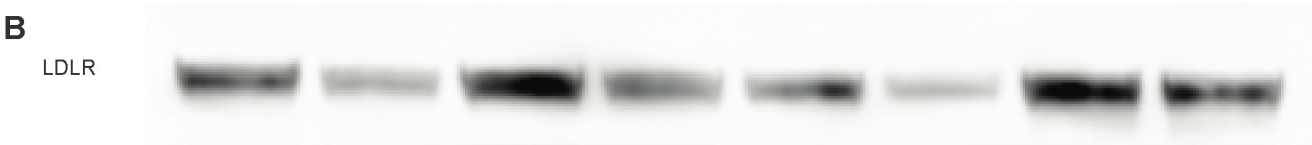

|                |   |   |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|---|---|
| control mimic  | + | + | - | - | - | - | - | - |
| miR-224 mimic  | - | - | + | + | - | - | - | - |
| miR-520d mimic | - | - | - | - | + | + | + | - |
| siRNA IDOL     | - | - | - | - | - | - | + | + |
| GW3965         | - | + | - | + | - | + | - | + |

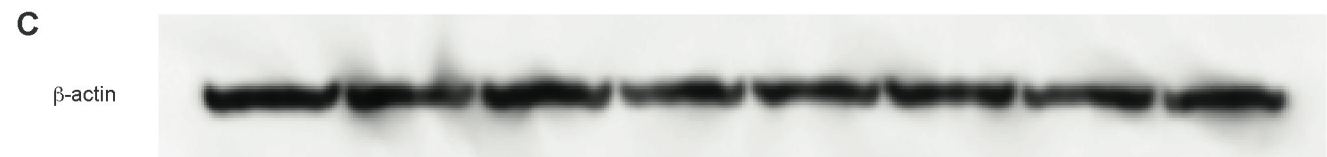

|                |   |   |   |   |   |   |   |   |
|----------------|---|---|---|---|---|---|---|---|
| control mimic  | + | + | - | - | - | - | - | - |
| miR-224 mimic  | - | - | + | + | - | - | - | - |
| miR-520d mimic | - | - | - | - | + | + | + | + |
| siRNA IDOL     | - | - | - | - | - | - | - | + |
| GW3965         | - | + | - | + | - | + | - | + |

Supplemental Figure 10

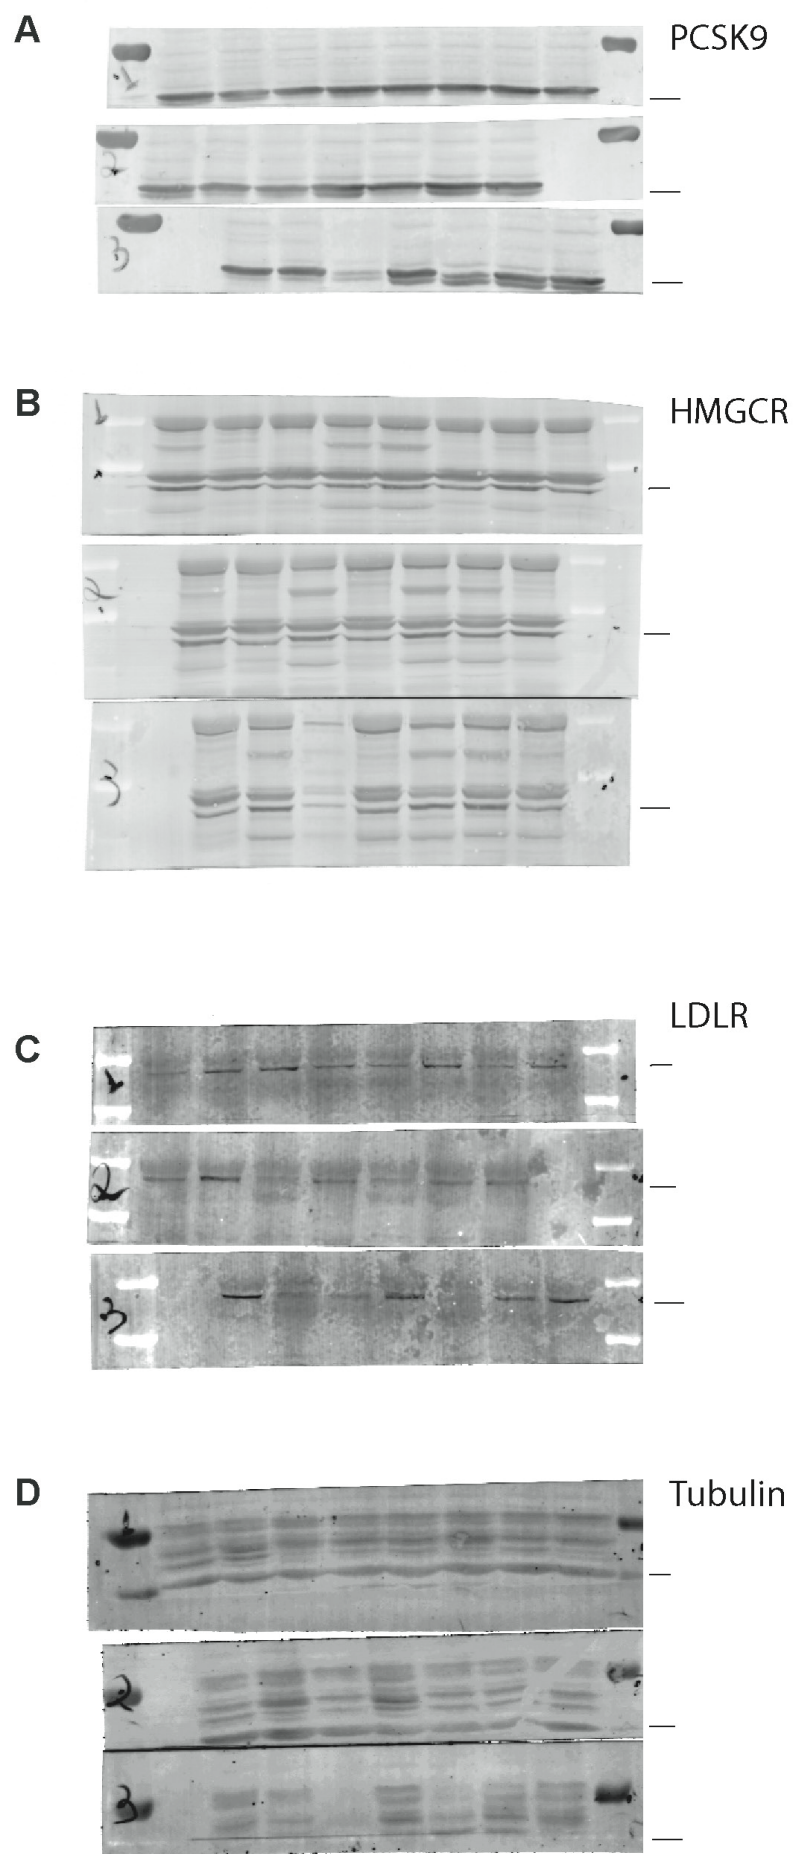

**Supplement:** Supplementary Figure 1 — Relative microRNA expression in cholesterol loaded vs. depleted macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

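miRNA levels were measured by SYBR Green qRT-PCR arrays in 2 samples of THP-1 macrophages, 1 cholesterol-loaded and 1 cholesterol-depleted, each with 3 columns of values that were treated as runs of 1 sample. Samples and columns were assigned from the submitters' labels and the column names. The authors deposited the threshold cycle (Ct) of every well without normalization, to 1 decimal, and a separate table of fold changes, loaded over depleted, that the authors computed by 2^-ΔΔCt and gave to 2 decimals. The paper's text does not describe the array or name its reference genes. For its other miRNA qRT-PCR it names RNU-6 (U6) and 2^-ΔΔCt, and these were used here.

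From the deposited Ct values, a Ct after 35 or an absent Ct was set to 35 and counted as not detected. The difference in Ct between the samples was taken for each miRNA and run, the difference of U6 on the same plate and run was subtracted, and the 3 runs were averaged. This gives the log2 fold change of cholesterol-depleted over cholesterol-loaded cells, the inverse direction of the authors' deposited table. A miRNA at the limit in one sample gives a lower bound, and a run with both samples at the limit carries only the shift of the reference. The precision is limited by the late Ct of many assays and by the reference assays, whose between-sample differences, with those of the miRTC and PPC wells of runs 2 and 3, had an SD of 0.82 on the log2 scale over 32 wells. miRTC and PPC wells of run 1 were left out of that SD because 27 of 32 had no Ct.

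No test across samples was possible with 1 sample per condition. The miRNA sets were described by the percentile of their median log2 fold change among 10000 random lists of the same size, matched on mean Ct in 5 bins. The sets were fixed before the data were examined and were the C19MC cluster (miR-498, miR-512 to miR-527 and miR-1283), the let-7 family with miR-98, and the miRNAs that the paper lists as regulators of cholesterol efflux or of HDL cholesterol uptake, taken as 1 set. Another set fixed then is not reported here. The C19MC list by name also took in miR-513 and miR-514, whose genes lie on chromosome X, and was repeated without them. miRNAs to be named were also fixed then, as those that the paper's text names and the 5 with the largest fold change in each direction, over all miRNAs and over those detected. miR-224 is not analysed here. Differences per run were also taken relative to the median of the 265 miRNAs detected in all 6 wells, and miRNAs that moved the same way in every run were counted and compared with 10000 shuffles of the miRNAs within each plate and run.

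Alternatives set before the data were examined were other references (SNORD44, SNORD47 or SNORD48 alone, the mean of all 4 small RNAs, the global median, none, and U6 averaged over plates for miR-520d-5p), Ct limits of 30 and 40, thresholds of 1.5-fold and 3-fold, only detected miRNAs (taken as detected in all 6 wells), and random lists not matched on Ct. The mean of SNORD44 and SNORD47, leaving out 1 run, only runs with a Ct in both samples, and the other alternatives of the hairpin and Ct correlations were added after seeing the data. So were the Ct limits of 30 and 40 for the comparison with the authors' deposited fold changes. U6 averaged over plates for results other than the fold change of miR-520d-5p, and the C19MC list without miR-513 and miR-514, were also added then. The calculations were tested on simulated Ct values of 352 miRNAs, 60 of them changed 4-fold, with plate effects and the same limit. Of the 47 changed miRNAs with a mean Ct before 31, 47 were recovered at 2-fold or more with the right sign, and 4 of the 292 unchanged miRNAs passed 2-fold. The simulated U6 shifted with the miRNAs of its plate and run, so an unequal shift of the reference was not tested. The simulated scatter was smaller than that of the data, where the median SD between runs was 0.45 for miRNAs detected in all 6 wells with a mean Ct before 30. The recovery does not cover assays as late as miR-520d-5p, with mean Ct values of 34.6 and 32.3 in the 2 samples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The luciferase, HepG2, mouse and Argonaute experiments of the paper are not analysed here.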

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

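The tests in this part were chosen after the values were seen. The paper does not report on the reference wells of the array. U6 came up 1.78 cycles earlier in the cholesterol-depleted sample than in the cholesterol-loaded sample, and SNORD48 1.83 cycles earlier, in 12 of 12 plate and run pairs each, while no mean difference of the miRTC or PPC wells in runs 2 and 3 was larger than 0.4 cycles. More input RNA in the cholesterol-depleted wells would shift the miRNAs as much, but the median miRNA detected in all 6 wells was 0.5 cycles earlier, and SNORD44 0.16 cycles. More efficient reverse transcription or PCR would shift the miRTC and PPC wells, whose mean difference was 0.053 cycles in runs 2 and 3; run 1 gives no such value. The size of the shift of U6 also differed between runs, from 0.95 cycles in run 1 to 3.05 in run 2. That the treatment itself changed U6 and SNORD48 may be a hypothesis, which 1 sample per condition cannot separate from a difference between the RNA preparations.

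let-7c and miR-503, which the paper's text does not discuss, were each detected in all 6 wells and were at least 2-fold higher in cholesterol-depleted cells than the run's median in all 3 runs. Their mean log2 differences from the run median were 2.03 and 2.07. The only other miRNA of the 265 to pass this was miR-33a. Counting the miRNAs that moved by at least 0.5 on the log2 scale the same way in every run gave 13, 12 of them higher. Of 10000 shuffles of the miRNAs within plate and run, 255 gave as many, with a median of 8, so chance overlap of unrelated runs is a poor account of the count as a whole, though it leaves room for chance among the 13. These differences do not rest on U6, since they are relative to the median miRNA. With U6 as the reference the fold changes were 1.35 for let-7c and 2.00 for miR-503, and their direction depended on the runs used: let-7c was at 0.966 without run 3, and miR-503 at 0.966 without run 1 and 3.61 without run 2. A difference between the cultures that is not due to cholesterol stays open, as does an effect of the treatment, and neither was tested.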

How the results depend on the processing

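No paired analysis was possible because there was 1 sample per condition, so no result comes from a test across samples. The SNORD44 and SNORD47 reference, the fits without 1 run and the restriction to runs with a Ct in both samples were chosen after seeing the data. So were the Ct limits of 30 and 40 for the comparison with the authors' deposited fold changes. Except where a value is limited by construction, the cause of a change was not tested.

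The fold change of miR-520d-5p, 1.35 with U6, moved by less than the spread in 4 settings. It was 1.23 with SNORD48, 2.14 with the mean of all 4 small RNAs, 1.44 with U6 averaged over plates and 1.70 at a Ct limit of 40. Of these, the 2.14-fold change is itself larger than the spread. The fold change was 3.32 with SNORD44, 3.82 with SNORD47, 3.32 with the global median, 4.92 with no reference and 3.56 with the mean of SNORD44 and SNORD47. In the only run with a Ct in both samples it was 3.03 with U6, and 8.00 with the SNORD44 and SNORD47 reference. At a Ct limit of 30 all of its wells were past the limit and no value is given. Leaving out 1 run gave 0.595 to 4.59 with U6, at 0.595 without run 1, 0.901 without run 3 and 4.59 without run 2, and 2.03 to 9.35 with SNORD44 and SNORD47. The fits at 0.595 and 0.901 include run 2, in which both samples were past the limit and only the shift of U6 entered. The rank of miR-520d-5p, 5 in the main setting, was 3 with SNORD47. It was 1 with only runs with a Ct in both samples, under either of the references run there. That rank sets run 3 alone for miR-520d-5p against means over more runs for most other miRNAs. In run 3 itself miR-758 was higher, at 21.1 against 3.03 with U6 and 55.7 against 8.00 with SNORD44 and SNORD47. Across fits without 1 run the rank ranged from 3 to 33, at 33 with U6 and without run 1.

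The median fold change of all miRNAs, 0.406 with U6, was 1.29 with SNORD44, 1.02 with SNORD47, 0.933 with the global median and 1.38 with no reference. It was 1.16 with the mean of SNORD44 and SNORD47, and 1.14 with that reference and only runs with a Ct in both samples. Without 1 run it ran from 0.308 to 0.683 with U6 and from 0.933 to 1.39 with SNORD44 and SNORD47. The number at least 2-fold higher in cholesterol-depleted cells was 2 with U6, 6 with all 4 small RNAs, 32 with SNORD44, 22 with SNORD47, 1 with SNORD48, 13 with the global median and 63 with no reference. It was 1 at a Ct limit of 30, 5 at a Ct limit of 40, 1 with U6 averaged over plates, 0 at 3-fold and 1 among miRNAs detected in all 6 wells. With SNORD44 and SNORD47 it was 21, and 20 with only runs with a Ct in both samples. Without 1 run it was 0 to 11 with U6 and 18 to 67 with SNORD44 and SNORD47. The number at least 2-fold lower was 253 with U6, 46 with all 4 small RNAs, 4 with SNORD44, 5 with SNORD47, 8 with the global median, 3 with no reference and 84 at 3-fold. With SNORD44 and SNORD47 it was 4, and 6 with only runs with a Ct in both samples. Without 1 run it was 91 to 299 with U6 and 3 to 8 with SNORD44 and SNORD47.

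The median log2 difference from the fold changes of the authors' deposited table, 1.47 with U6, was -0.21 with SNORD44, 0.21 with SNORD47, 0.16 with the global median and -0.41 with no reference. With SNORD44 and SNORD47 it was 0.0011, and 0.0013 with only runs with a Ct in both samples. Without 1 run it was 0.70 to 1.79 with U6 and -0.27 to 0.20 with SNORD44 and SNORD47. The number of miRNAs equal to the authors' deposited table at 2 decimals was 0 with U6 and 1 with U6 at a Ct limit of 30. With SNORD44 and SNORD47 it was 352, and 265 with only runs with a Ct in both samples. Without 1 run it was 0 with U6 and 2 to 8 with SNORD44 and SNORD47.

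Of the sets reported here, the C19MC cluster and the let-7 family did not reach the outermost 2.5% of random lists, on either side, under any alternative run. The regulators of cholesterol efflux or HDL cholesterol uptake, at 85.8 in the main setting, were at 98.8 at a Ct limit of 40. The percentiles depended on the runs used. With U6, the let-7 family was at 97.1 without run 1 and 26.2 without run 2. The regulators were at 96.98 without run 1 and 31.2 without run 2. The correlation of the arms of one hairpin, 0.248, was 0.0583 with SNORD44, 0.484 at a Ct limit of 30 and 0.106 with SNORD44 and SNORD47. It was -0.0284 with only runs with a Ct in both samples, and 0.0516 with that and SNORD44 and SNORD47. Without 1 run it was 0.145 to 0.262 with U6 and 0.0527 to 0.0562 with SNORD44 and SNORD47. The correlation of the size of the fold change with mean Ct, -0.0145, was 0.111 with SNORD44, 0.12 with SNORD47, 0.188 with the global median and 0.0858 with U6 averaged over plates. It was 0.491 at a Ct limit of 30 and -0.129 at a Ct limit of 40. With SNORD44 and SNORD47 it was 0.142, and 0.198 with only runs with a Ct in both samples. Without 1 run it was -0.304 to 0.353 with U6 and 0.0322 to 0.335 with SNORD44 and SNORD47. Of 162 values of 9 single miRNAs under an alternative, 100 moved by more than the spread, 84 upward and 16 downward in cholesterol-depleted cells.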

Differences from the paper's values

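The paper's fold change of miR-520d is 3.57 and the value here, with U6 as the reference, was 1.35. At the same Ct limit of 35, the mean of SNORD44 and SNORD47 gave all 352 fold changes of the authors' deposited table, and U6 gave 0. The choice of reference therefore accounts for this gap. Of the alternatives set before the data were examined, SNORD44 (3.32), SNORD47 (3.82), the global median (3.32) and no reference (4.92) came within 1.5 times of the paper's value, the limit used for this fold change, and the mean of all 4 small RNAs (2.14), SNORD48 (1.23), U6 averaged over plates (1.44) and a Ct limit of 40 (1.70) did not. Of those chosen after seeing the values, the mean of SNORD44 and SNORD47 gave 3.56, only the run with a Ct in both samples gave 3.03, and leaving out run 2 gave 4.59. The others chosen then did not come within 1.5 times: with U6, 0.595 without run 1 and 0.901 without run 3; with SNORD44 and SNORD47, 2.03 without run 1, 9.35 without run 2, 2.38 without run 3 and 8.00 in the only run with a Ct in both samples. Of the values outside that limit, 2.14, 2.03 and 2.38 were within the spread of 0.82 on the log2 scale of the paper's value.

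The bars of Supplementary Figure 1 were read by eye. For fold changes of cholesterol-depleted over cholesterol-loaded cells, the paper's figure shows miR-564 at about 8.2, miR-503 at about 4.4, miR-758 at about 4.1, let-7c at about 3.9 and miR-33a at about 2.7, and the values here with U6 were 2.35, 2.00, 1.55, 1.35 and 1.20. For cholesterol-loaded over cholesterol-depleted cells the figure shows miR-611 at about 20, miR-548a-3p at about 5.1 and miR-330-3p at about 2.6, and the values here with U6 were 73.5, 18.0 and 6.81. For these 8 miRNAs, a gap was counted as closed when the values were within 1.5 times of each other or within the spread. For each of them, SNORD44, SNORD47, the global median and no reference, all set before the data were examined, closed the gap, and SNORD48 did not. The mean of all 4 small RNAs closed it for miR-503, miR-758, let-7c, miR-33a and miR-330-3p, a Ct limit of 30 for miR-548a-3p and miR-330-3p, and a Ct limit of 40 for miR-564. Of the settings chosen after seeing the values, the mean of SNORD44 and SNORD47 closed it for all 8 and U6 averaged over plates for none. With U6, leaving out run 1 closed it for miR-330-3p, leaving out run 2 for miR-564, miR-503 and miR-33a, leaving out run 3 for miR-564, and taking only runs with a Ct in both samples for miR-330-3p. With SNORD44 and SNORD47, leaving out any 1 run closed it for let-7c and miR-33a, leaving out run 1 for miR-758, and leaving out run 2 or run 3 for miR-503 and miR-330-3p. With that reference and only runs with a Ct in both samples, it closed for miR-503, miR-758, let-7c, miR-33a and miR-611.

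Supplementary Figure 1 shows the 63 miRNAs with the largest fold change in each direction. Of the 63 shown as higher in cholesterol-depleted cells, 10 were higher with U6 and the others lower; with the mean of SNORD44 and SNORD47, chosen after seeing the values, all 63 were higher. The 63 shown as higher in cholesterol-loaded cells were so with either of these references.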

Other observations

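The tests in this part were chosen after the values were seen, apart from the set percentiles and the correlations of arms and of mean Ct. Several of the largest fold changes rested on 1 run. miR-611 had a Ct of 13.2 in run 1 of the cholesterol-loaded sample, the earliest of that column, and between 26.4 and 29.8 in its other 5 wells. miR-564 had no Ct in run 1 of the cholesterol-loaded sample, and in runs 2 and 3 its Ct was 26.6 and 24.9 in cholesterol-loaded and 26.7 and 25.1 in cholesterol-depleted cells. miR-548a-3p had no Ct in run 2 of the cholesterol-depleted sample. Its fold change, loaded over depleted, was 18.0 with U6 and 1.41 without run 2. With SNORD44 and SNORD47 it was 5.16, and 0.648 without run 2. For miR-330-3p the same fold change with U6 was 6.81, and 3.48 without run 1. miR-758 differed from the median of the run by 3.10, -2.80 and 5.90 on the log2 scale in runs 1, 2 and 3, and its fold change with U6, 1.55 over all runs, was 0.683 without run 1, 13.0 without run 2 and 0.42 without run 3. With the mean of SNORD44 and SNORD47, 25 miRNAs were at least 2-fold different. Of these, 4 stayed so in the same direction without each run in turn, namely let-7c, miR-503, miR-33a and miR-520d-5p. Another 5 changed direction in at least 1 of those fits. Of the 25, 10 had a Ct missing or later than 35 in at least 1 well. miR-520d-5p is among these 10, as it was detected in 3 of 6 wells, so its fits rest partly on values set to the limit. let-7c, miR-503 and miR-33a were detected in all 6 wells.

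Across the 265 miRNAs detected in all 6 wells, which are not independent replicates, the differences between the samples correlated weakly between runs, with a Pearson r of 0.0513 for runs 1 and 2, 0.174 for runs 1 and 3 and 0.136 for runs 2 and 3, and a Spearman rho of -0.0023, 0.146 and 0.249. Late Ct values that are less precise may be part of this: the SD between runs rose with mean Ct across these miRNAs, with a Spearman rho of 0.267. The correlation of the size of the fold change with mean Ct across all 352 miRNAs depended on the reference, at a rho of -0.0145 with U6, where nearly all fold changes share the shift of U6, 0.142 with the mean of SNORD44 and SNORD47 and 0.188 with the global median.

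For miR-520d-5p, the difference of 3.6 cycles in run 3 stood at the percentile of 99.0 among 103 other miRNAs with a Ct of 35 or earlier in both samples, the later at 30 or more, and 1 of the 103 differed by as much. Of the 107 with any Ct in both samples, 2 did. Scatter of late Ct values could still give it, as it is a single run, and the scatter and a change with cholesterol content cannot be told apart from these wells.

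Run 1 lacked the Ct of nearly all miRTC and PPC wells in both samples. PCR inhibition in run 1 may be raised as an explanation, and would make every assay later. The PPC wells, which had no Ct, would have been later than in run 2 by at least 15.0 cycles in the cholesterol-loaded and 14.8 cycles in the cholesterol-depleted sample, counted to the limit of 35. The median miRNA was later by 2.5 cycles in the cholesterol-loaded and 2.35 cycles in the cholesterol-depleted sample, SNORD44 by 3.33 and 3.55 cycles, and SNORD48 of the cholesterol-loaded sample differed by -2.73 cycles, an earlier Ct. These values argue against inhibition as the cause of the missing control Ct values, and the cause of the smaller delay of the other assays stays open. Whether these wells were set up differently in run 1 was not tested.

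The sets reported here, fixed before the data were examined, did not stand apart in the main setting. The median log2 fold change stood at the percentile of 75.1 for 26 miRNAs of the C19MC list, which includes miR-520d, 77.0 for 9 of the let-7 family and 85.8 for 8 regulators of cholesterol efflux or HDL cholesterol uptake. Without miR-513 and miR-514, whose genes lie on chromosome X, the C19MC list stood at 91.4. Of the C19MC list, 14 of 26 were detected in all 6 wells, against 251 of 326 other miRNAs. The arms of one hairpin correlated weakly across 34 hairpins, with a Pearson r of 0.248 and a Spearman rho of 0.189. Of 25 other miRNAs that the paper's text names, 21 were within the spread of the median miRNA with U6 as the reference, and miR-33a, miR-130b, miR-758 and miR-29c were above it by more, up to 1.93 on the log2 scale for miR-758. The value of miR-758 differed in sign between runs, as described above.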
